# A Realistic Mixture of Persistent Organic Pollutants Affects Zebrafish Development, Behavior, and Specifically Eye Formation by Inhibiting the Condensin I Complex

**DOI:** 10.3390/toxics11040357

**Published:** 2023-04-09

**Authors:** Gustavo Guerrero-Limón, Renaud Nivelle, Nguyen Bich-Ngoc, Dinh Duy-Thanh, Marc Muller

**Keywords:** SVHC, persistent organic pollutants, POP, PFOS, zebrafish, development, behavior, condensin I

## Abstract

Persistent organic pollutants (POPs) are posing major environmental and health threats due to their stability, ubiquity, and bioaccumulation. Most of the numerous studies of these compounds deal with single chemicals, although real exposures always consist of mixtures. Thus, using different tests, we screened the effects on zebrafish larvae caused by exposure to an environmentally relevant POP mixture. Our mixture consisted of 29 chemicals as found in the blood of a Scandinavian human population. Larvae exposed to this POP mix at realistic concentrations, or sub-mixtures thereof, presented growth retardation, edemas, retarded swim bladder inflation, hyperactive swimming behavior, and other striking malformations such as microphthalmia. The most deleterious compounds in the mixture belong to the per- and polyfluorinated acids class, although chlorinated and brominated compounds modulated the effects. Analyzing the changes in transcriptome caused by POP exposure, we observed an increase of insulin signaling and identified genes involved in brain and eye development, leading us to propose that the impaired function of the condensin I complex caused the observed eye defect. Our findings contribute to the understanding of POP mixtures, their consequences, and potential threats to human and animal populations, indicating that more mechanistic, monitoring, and long-term studies are imperative.

## 1. Introduction

Sixty years ago, Rachel Carson started raising awareness about persistent organic pollutants (POPs) in her book “Silent Spring”. She documented the deleterious effects caused by the indiscriminate use of DDT. Ever since, research has proven and continues to prove her point; POPs have been listed in the “Stockholm Convention on Persistent Organic Pollutants” [1]. The European Union and the United Nations Environmental Program define the persistent organic pollutants (POPs) as “chemical substances that are hard to degrade, with a tendency to bioaccumulate, transfer through the food web rather easily, transport across international boundaries, and having long half-lives” [1,2]. They have been extensively linked to adverse health effects [3,4,5,6,7]. POPs, though very relevant for modern life, are normally studied in a reductionist approach, where a single compound is targeted and tested. Nevertheless, POPs are rarely found as stand-alone compounds in nature [8,9,10]. Mixtures are the rule [11], and their effects have not been widely described yet. To understand potential threats resulting from this exposure, studies have been carried out using chemical mixtures with different approaches ranging from molecular biology to transgenerational studies, using in vitro, in vivo, and in silico techniques. Studies recently focused on a constructed mixture of POPs that was designed based on the levels found in the blood of a Scandinavian human population [12]. Using cell reporter assays, this mixture was found to antagonize the androgen receptor transactivation and nuclear translocation [13], to inhibit the transactivation activity of the aryl hydrocarbon receptor [14], and to induce cytotoxicity while it enhances nerve-growth-factor-induced neurite outgrowth in PC12 cells at high concentrations [15]. Microscopic high content analysis (HCA) revealed that some sub-mixtures affected cell number, nuclear area, and mitochondrial membrane potential in A-498 human kidney cells [16].

In this study we have chosen zebrafish larvae due to their many technical and practical advantages. To name a few, the zebrafish (*Danio rerio*) shares a non-negligible amount of genetic pool with humans (up to 80%), small size, and ease of maintenance in captivity, high fecundity and short times till adulthood and reproduction, amongst many others [17]. In this context, research using zebrafish has shed some light on the toxicological features of chemical compounds. Therefore, the aim of this research was to employ zebrafish larvae as a model organism to describe the many adverse developmental effects caused by realistic doses of the POP mixture and of specific sub-mixtures. Furthermore, we performed RNA-seq analysis on the larvae exposed to the POP mixture, aiming at elucidating the mechanism of action for specific observations.

## 2. Materials and Methods

### 2.1. Zebrafish Husbandry and Ethical Considerations

Adult wild-type zebrafish of the AB strain and the transgenic line *Tg(kdrl-mls:GFP)* [18] were obtained from breeding facilities at the GIGA-Institute, Liege, Belgium. Fish maintenance, breeding conditions, and egg production were described in detail [19,20] and are in accordance with internationally accepted standards. Animal care and all experimentation were conducted in compliance with Belgian and European laws (Authorization: LA1610002 Ethical commission protocol ULg19-2134 and Ulg19-2135).

### 2.2. Chemicals and POP Mixture

Dimethyl sulfoxide (DMSO, >99.9%, CAS number 67-68-5) was purchased from Sigma-Aldrich (Merck KGaA, Darmstadt, Germany). The stock solutions for the total POP mixture and six sub-mixtures were designed and prepared by the Norwegian University of Life Sciences, Oslo, Norway [12] as indicated in Supplementary Table S1. Briefly, the total POP mixture was designed to represent a mixture of 29 compounds at 1,000,000-fold the mean concentrations found in the blood of a Scandinavian population, while the sub-mixtures consisted of either one single class of these compounds (PFAA, Br, Cl) or of two combined (PFAA + Br, PFAA + Cl, Br + Cl) classes. Stock solutions of POP mixtures and their sub-mixtures were prepared in DMSO and stored at −20 until the day of testing. For all treatments, we used the stock solution (1,000,000×) that was further diluted on the testing day in E3 zebrafish raising media [21]. Next, the concentration of DMSO was corrected to achieve 0.1% in all cases, including the control groups.

### 2.3. Exposure Tests

Exposure tests were performed in 6 well-plates, with 25 fertilized eggs per well in 4 mL of E3 medium supplemented or not with the test compounds. For each experiment, 150 fertilized eggs were selected, 50 as controls and 100 for the specific treatment, to ensure a sufficient number of treated individuals for the tests. Each treatment was repeated at least three times in independent experiments. To keep stable chemical concentrations, we used a static-renewal approach where at least 90% of the media was refreshed every 24 h. Exposure started between 0 to 6 h post fertilization (hpf); the larvae were treated for at least 96 h. Finally, following the guidelines of the OECD Test number: 236, we tested 8 different concentrations (1×, 5×, 25×, 75×, 125×, 250×, 500×, 1000×) to estimate the median lethal concentration LC_50_.

### 2.4. Morphological Observations

A set of morphological features was recorded, including presence of edemas, inflation of the swim bladder, eye malformations, etc. Pictures of treated and untreated larvae at different stages were taken. All observations were made with a stereomicroscope Leica M165 FC (Leica Microsystems^©^, Leica, Wetzlar, Germany). Standard length was estimated in fish at 5- and 10-days post fertilization (dpf) using FIJI line tool for measurement (ImageJ2, v. 2.3.0/1.53f).

### 2.5. Mitochondrial Toxicity

Estimation of the mitochondrial integrity in the blood vessels was conducted using the transgenic zebrafish line *Tg(kdrl-mls:GFP)*, which expresses the fluorescent protein GFP fused to a peptide targeting it to the mitochondria (MLS) under the control of the endothelial cell-specific promoter sequence of the zebrafish *kdrl* gene. Heterozygous parents for the transgene were crossed, offspring carrying the transgene were selected based on fluorescence at 24 hpf and separated in control and treated groups. Then, the exposure test was carried on as described above. Fluorescence intensity was observed, and pictures were taken at 120 hpf using the epifluorescence stereomicroscope Leica M165 FC (Leica Microsystems^©^). Then, fluorescence was quantified using FIJI. Since the transgene is expressed in all blood vessels (head, heart, etc.), to avoid overestimation of the intensity, values were obtained from sectioning the body in a lateral view and using only the tail, from the opening of the anus to the caudal peduncle. Each intensity value was determined using the corrected total fluorescence (CTF) [22] and expressed as RFU (relative fluorescence units).

### 2.6. Heart Rate

Heartbeats were counted manually using an inverted Nikon Eclipse TS100 microscope and a counter for 15 s. To obtain the beats per minute (BPM), measurements were multiplied by 4. The heart rate was estimated on 96 hpf larvae that were acclimated to the lighting conditions for no less than 5 min prior to counting; the larvae were not immobilized by anesthetics or other means. Each larva was observed sequentially at least three times. Ten larvae were observed per treatment and each experiment was performed at least in triplicate.

### 2.7. Behavior

Behavioral tests were conducted on zebrafish larvae at 98~120 hpf and every test was performed between 10:00 and 13:00 to maintain a constant position in the circadian cycle. During the entire exposure period to the chemicals, special care was taken to avoid the interference of environmental factors. Exposed larvae were shielded from loud noises, changes in the temperature of the incubator (27–28 °C) and the raising media (~26° at the time of testing), changing light conditions and activities in the room by putting them in a specific enclosure harboring its own, constant dark/light regime. Prior to each behavioral test, the zebrafish larvae were inspected under a stereomicroscope to select and transfer to the testing plates only individuals devoid of any malformation that might interfere with mobility outcome (e.g., yolk sac or pericardial oedemas, spinal aberrations, aberrations in pigmentation, and/or loss of equilibrium, etc.). The larvae were placed individually in a well of a 96-well plate and observed using a ViewPoint^®^ Zebrabox system and its tracking software (ViewPoint Life Sciences, Lyon, France). The light level was set to 20% on the ViewPoint software (7.45 klux, TES 1337 light meter), while infrared light (850 nm) was used to track larval activity. We applied a light–dark cycle that lasted for a total of 1 h and consisted of 20 min of light, allowing for the larvae to acclimate to the situation and discarded from the analysis, followed by 10 min of darkness, 10 min of light, 10 min of darkness and 10 min of light. The video and tracking software were used to screen larval locomotion behavior for 10 s intervals; the distance travelled, and the time spent active were determined and, from these parameters, the mean swimming speed was also calculated by dividing the cumulated distance travelled by the total time spent active.

### 2.8. Injection of Antisense Oligonucleotide Morpholino

As previously described [23,24], one cell-stage embryos were injected with a concentration of 100 μM of MO*^p^^53^* (MO, Gene Tools Inc., Philomath, OR, USA). The morpholino was diluted in Danieau buffer and 0.5% tetramethylrhodamine dextran (Invitrogen, Merelbeke, Belgium). To assess the effects of morpholino injection, 150 individuals were microinjected in two independent experiments, followed by exposure to chemicals as described above. Sequence of the morpholino oligonucleotide:

MO^*p53*^: 5′-GACCTCCTCTCCACTAAACTACGAT-3′

### 2.9. RNA Extraction

RNA was extracted from pools of 65 larvae at 5 dpf using the RNA mini extraction kit (Qiagen, Hilden, Germany). Samples were lysed in RLT+ buffer with β-mercaptoethanol (Sigma-Aldrich, St. Louis, MO, USA) and homogenized at least 10 times with a 26-gauge needle in a 1 mL syringe. An amount of 22 μL of RNAse free water was used to resuspend total RNA. RNA extract was treated with DNAseI (Qiagen, Hilden, Germany) to avoid DNA contamination. Quantity (ng/μL) and quality (260/280 and 260/230 ratios) of each extract was assessed by nanodrop spectrophotometer measurements. Poor quality (260/280 < 2; 260/230 < 2) samples were subsequently purified by lithium chloride precipitation, followed by 2 times pellet washing with 70% ethanol, and resuspended in 51 µL of RNAse-free water and stored at −80 °C. The integrity of total RNA extracts was assessed with BioAnalyzer analysis and provided RIN (RNA integrity number) scores for each sample (Agilent, Santa Clara, CA, USA).

### 2.10. RNAseq

cDNA libraries were generated from 100 to 500 ng of extracted total RNA using the Illumina Truseq mRNA stranded kit (Illumina, San Diego, CA, USA) according to the manufacturer’s instructions. cDNA libraries were then sequenced on a NovaSeq sequencing system, in 1 ×100 bp (single end). Approximatively 20–25 M reads were sequenced per sample. The sequencing reads were processed through the Nf-core rnaseq pipeline 3.0 [25] with default parameters and using the zebrafish reference genome (GRCz11) and the annotation set from Ensembl release 103 (www.ensembl.org; accessed 1 May 2020). Differential gene expression analysis was performed using DESeq2 pipeline [26]. Pathway and biological function enrichment analysis was performed using the WEB-based “Gene SeT AnaLysis Toolkit” (http://www.webgestalt.org; accessed on 10 November 2022) based on the integrated GO (Gene Ontology), KEGG (Kyoto Encyclopedia of Genes and Genomes) [27,28], Panther, and WikiPathways databases (all accessed on 10 November 2022 via http://www.webgestalt.org). An additional database was constructed using the Gene-mutant/Phenotype database from zfin (zfin.org; accessed on 6 March 2023). The cut-off values were set for the false discovery rate (FDR) to “adjusted *p* value < 0.05” and the fold change > 1.5.

### 2.11. Data and Statistical Analysis

For the estimation of the lethal concentration (LC_50_), data were transferred to R (4.0.2) [29] and the command “*dose.p*” used in the library “MASS” [30]. Morphological and fluorescence data were transferred to Prism 9.0.0 (v86) (Graphpad, San Diego, CA, USA). Each data set was tested for normality (e.g., using a visual cue (QQ plot), D’Agostino–Darling and Shapiro–Wilk tests) and equal variances (Bartlett’s test). Thus, parametric or non-parametric tests were performed, as indicated in each case in each figure.

Raw behavioral data sets consisted of tables holding the positions of each larva in each video frame (30 frames/second). This table was first trimmed to eliminate very short, oscillating, and likely artefactual movements, and then aggregated into 10-s periods for further analysis. These data were transferred to R version 4.0.2 to analyze motility during the dark and light phases. To assess behavior, we used linear mixed effect (LME) models within the “nlme” package [31]. Three dependent variables were used, either the “mean time spent active” (seconds), the “mean distance travelled” (mm), or the “mean swimming speed” (calculated as the mean distance travelled/mean time spent active) within each 10 s period, with “compound” and “time” as the categorical and continuous independent variables, and “batch” as a random effect. The “*Anova*” command within the “*car*” library [32] was used to extract the results for the main effects whereas the “*lsmeans*” command [33] within the “*emmeans*” library was used as a post-hoc test to compare groups against one another while adjusting for the means of other factors within the model [34]. Type II sum of squares was used for the model. Two kinds of analyses were performed (see also below in results): the “startle” response including the 10 s prior to change of phase (light to dark, or dark to light) with a length of 50 s and the values obtained for 560 s after the spike (the remaining time of the phase). Confidence was assigned at α = 95% and a *p*-value of ≤ 0.05 was considered as significant, *p* ≤ 0.05 (*), ≤ 0.01 (**), ≤ 0.001 (***).

## 3. Results and Discussion

### 3.1. LC_50_–Chronic Exposure to Total POP Mix Is Lethal at Relatively High Doses

In a preliminary range-finding experiment, we exposed AB zebrafish fertilized eggs to eight concentrations (1×, 5×, 25×, 75×, 125×, 250×, 500×, 1000× the mean human blood concentration) of the total POP mixture and we monitored survival at 24, 48, 72, and 96 hpf (Figure 1A) compared to untreated controls. The median lethal concentration (LC_50_) for this mixture was calculated at 386-fold the human blood concentration (386×). Consequently, in the following experiments, we limited the concentration range to 75×, 125×, and 250× the mean human blood concentration. This may seem high considering a normal population; however, we must consider that the chorion is a protective layer, which can be crossed easily by molecules with a size below 4000 Da [35]. The POPs studied here are hydrophobic and of small size; thus, they are potentially able to cross the chorion and to exert their effects right after adding the solutions to the media. Previous experiments revealed that only about 10% of, e.g., PFOS could be found in zebrafish larvae exposed (continuously, i.e., without medium change) for 96 hrs to the compound [36], while between 0 and 16% of the nominal amounts were found in larvae exposed to the POP mixture [37]. Given their high bioconcentration values (BCF factor used to estimate the potential to bioaccumulate) and the persistent nature of these chemicals [38,39], the harmful concentrations used here may be, eventually, reached in individuals that are constantly exposed, exerting their effects in later stages in life while continuing to accumulate through the many pathways of exposure [40,41,42]. Thus, we can assume that, in our experiments, larvae are exposed to concentrations of the POP mix that may be reached in exposed populations [43].

### 3.2. The POP Mix Significantly Reduces the Standard Length of Zebrafish Larvae

We first evaluated the effect of the POP mixture on general growth by measuring the standard length of the larvae at 5 dpf after continuous exposure to the POP125× (125× human blood concentration) mix. In parallel, we also tested equivalent concentrations of the different sub-mixtures. At 5 dpf, the average size of the larvae was significantly affected, fish treated with the total POP125× mix were significantly smaller by about 10% (from 3.4 to 3.1 mm) (Figure 1C). Among the single sub-mixes, only the PFAA mix resulted in a significantly decreased standard length, similar to but slightly less than the POP125× mix. Cl and Br mixes alone did not cause a clear effect. In line with these observations, only the binary mixtures containing PFAA (PFAA + Cl, PFAA + Br) caused a similar effect on standard length comparable to PFAA alone. Cl + Br had no effect. Thus, only those mixtures containing PFAA affected the size of zebrafish larvae at 5 dpf.

Previously, exposure to PFOA 4 ng/mL has been found to decrease the body length of 3 dpf zebrafish larvae, but not at 40 or 400 ng/mL [44]. In contrast, other PFAS (PFBA, PFHxA) did cause decrease of size at 40 and 400 ng/mL. Another study revealed that PFOS or PFOA decreased total body length at 200 or 2000 ng/mL, respectively [45]. Here, we used 217 ng/mL in the 125× POP mix for PFOA, in addition to PFOS and PFHxS, to analyze the effect on standard length at 5 dpf. Taken together, there is clear evidence that PFAS affects larval growth.

After halting the exposure (at 96 hpf) we kept the larvae to grow in normal E3 medium, free of POPs until 10 dpf. We observed a significant lethality during this period, which was not assessed in the preliminary experiment (Figure 1B). Among the surviving larvae, only those exposed to PFAA + Br were significantly smaller (Figure 1D), while all other treatments including PFAA, as well as the total mix, left no survivor. PCB and PBDE congeners were previously shown to impact survival of zebrafish larvae at concentrations around 1–5 µg/mL [46,47]; we did not observe a significant lethality induced by the Cl and Br mixtures here, suggesting that the congeners present in the POP mix are indeed less toxic.

### 3.3. Common Developmental Toxic Effects Such as Edemas and Non-Inflated Swim Bladder Were Commonly Found following Exposure to POP Mix

We also looked for other developmental defects induced by the different treatments, according to the recommendations for the Zebrafish Embryotoxicity test [48]. The most striking features observed were the presence of edemas and non-inflated swim bladder. Even at the lowest concentration of the total mix (POP 75×), a relatively large proportion of the population had edemas (~70%). Using the swim bladder as another phenotypical endpoint to assess developmental retardation, a high number of fish (close to 100%) presented developmental impairment of their swim bladders after 96 hpf compared to only 50% in the controls at this stage (Figure 2). While edemas are commonly observed in toxicity assays, they may have been caused in our experiments (whether yolk sac or pericardium) by the presence of PBDE47 [49]. The lack of inflation of the swim bladder is less common; it was previously reported as being affected by exposure to PFOA at 4.7 ng/mL [50] by interfering with thyroid hormone signaling. Other chemicals present in the mixtures may in addition contribute to disruption of thyroid hormone action [50]. Underdevelopment of the swim bladder would have important ecological consequences, impeding the normal swimming of the larvae at a crucial age.

The deleterious effects we describe here were only seen after 72 hpf. In a preliminary experiment (data not shown), we tested the capabilities of early developmental disruption of the POP mix and could not find a clear effect at stages earlier than 72 hpf, almost three full days of continuous exposure. A similar observation was made previously when testing pharmaceutical pollutants, some of which exerted their effects mainly on 72 and 96 hpf larvae [21]. We hypothesized that, though the chemicals would cross the chorion and be taken up by the embryos, the absence of some targeted molecules at these early stages would make them impervious to the POPs’ effects. That would be the case of thyroid follicles that start developing after 96 hpf [51]; hence, some PBDEs would not be exerting their effects through this pathway until a later stage.

### 3.4. Striking Eye Malformation in Fish Treated with Any of the POP Mix and Its Sub-Mixes

One outstanding feature we observed was the pear-like shaped eyes, with dents in the polar regions on the eyeball of the fish treated with the POP mix (Figure 3A–C). Compared to the control group (~7%), treatment with the POP75× mix affected about 50% of affected larvae, while POP125× affected about 70% and POP250× close to 90% of the fish (Figure 3D). When we tested the sub-mixtures at 125× the mean human blood concentration, we observed that each of the single mixes caused a slightly lower fraction of affected individuals (Figure 3E) compared to the total POP125×. However, the dual combinations PFAA + Br or PFAA + Cl reached similar levels to POP125×; addition of either Br or Cl significantly increased the incidence of this malformation relative to PFAA alone, indicating that each sub-mixture contributed to various degrees to the effect caused by the POP mix.

This malformation of the eyes was one of the most striking and unexpected effects. Previous studies have shown a link between eye malformation and certain compounds or the suppression of expression of certain genes. Two main eye malformations are described in the literature: either eyes were absent (anophthalmia), or their size was reduced (microphthalmia). The first is linked to the absence of genes such as *chokh/rx3* [52], while the second is linked to the expression of many different genes, such as *sox2* [53], *otx2* [54], *pax6a*, or *pax6b* [55]. Regarding chemical exposure, these two morphological aberrations have been described after treatments with a variety of chemicals, such as phenylthiourea [56], gold nanoparticles [57], di-butyl phthalate [58], and PCBs (Aroclor 1254) [59]. Retinal defects have been shown in workers exposed to solvents or heavy metal, and defects in photoreceptor cells were described in zebrafish exposed to PBDEs or PCBs [60]. However, to the best of our knowledge, this is the first time the pear-like shape and microphthalmia are described as a malformation caused by these kinds of mixed organic pollutants. We did not observe a correlation of this malformation with any of the other defects that we observed, indicating that a specific mechanism is involved.

One previously described zebrafish mutant, the *cap-g*^s105^ mutant, presents a reduction of retinal cell number and smaller eyes similar to what we observed here [61]. The *cap-g* gene codes for a component of the condensin I complex involved in the regulation of chromosome condensation and segregation during mitosis. The *cap-g*^s105^ mutation of this gene causes increased apoptosis in proliferating retinal stem cells, leading to a small eye phenotype, which could be partially rescued by interfering with the expression of the pro-apoptotic gene *p53*. We thus decided to test the effect of the POP125× mix on zebrafish larvae that had been previously micro-injected with antisense morpholino directed against the *p53* gene. Although injection of the MO^*p53*^ alone seems to generate some eye deformities on its own, the eye malformation induced by POP125× was significantly reduced in fish injected with MO^*p53*^ (Figure 3F), similar to what was observed for the *cap-g*^105^ zebrafish mutant [61]. Further support for this mechanism and the genes involved in this striking phenotype will be given in the transcriptome analysis section below.

### 3.5. Heart Rate Is Severely Affected after 96 h of Exposure, Especially When PFAAs Were Present

Next, we tested the effect of the total POP mix on the heart rate of the zebrafish larvae at 96 hpf. We witnessed a significant, dose-dependent increase in the heart rate upon treatment with the total mixture (Figure 4A). Testing the sub-mixtures at 125× concentration, the most pronounced effects were observed in those treatments where PFAA mix was present (Figure 4B). A weaker, but significant difference was observed as well with the Cl mix, while no significant effect was found using only the Br mix.

All binary mixtures (PFAA + Br, PFAA + Cl, Br + Cl) significantly increased the heart rate; however, the PFAA mix exerted a dominant effect while the increase caused by Br + Cl was clearly lower compared to those due to any of the treatments where PFAA was present. The highest heart rate was recorded in the fish exposed to the binary mixture PFAA + Br (197 ± 17 BPM vs. Control = 157 ± 9 BPM).

PFOS and PFOA have been shown to increase the heart rate in 72 hpf zebrafish larvae at, respectively, 500 ng/mL and 75 µg/mL [62], indicating that PFOS may be the main agent here. Chemicals such as perfluorononanoic acid (PFNA) can alter gene expression linked to cardiac development by dysregulating genes such as *amhc*, *nppa*, *nkx2.5*, *edn1* and *tgfb2* [63], but no effect on heart rate was shown. Similarly, there are 12 dioxin-like PCBs (e.g., PCB 118) that have been associated with heart conditions such as hypertension and cardiac defects [64,65]. These effects have been linked to the activation of the aryl hydrocarbon (AhR). More interestingly, even small doses of 1,2,5,6-tetrabromocyclooctane (HBCD) cause arrythmia through dysregulating the function of sarcoplasmic/endoplasmic reticulum Ca^2+^ ATPase (SERCA2a) [66]. 

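RNA of pools of whole larvae was sequenced at 5 dpf, and the authors' counts per gene, divided by one size factor per sample, are given as normalized counts. The *atp2a2a* (ENSDARG00000029439) gene had 1401 ± 343 normalized counts (SD, n = 3) in control samples and 2754 ± 337 (SD, n = 4) in POP125× samples, a log2 fold change of 1.00 (standard error 0.20, adjusted p = 0.0324 from limma with Benjamini-Hochberg adjustment). All 4 POP125× samples lay above all 3 control samples, a separation that chance gives for 5.71% of genes. The call was lost with each library left out in turn, where fewer samples are part of the change. In these 7 fits, the log2 fold change ranged from 0.78 to 1.14 and the adjusted p of the same test from 0.0525 to 0.115. Without the mean-variance trend of limma, a setting chosen after seeing the data, the gene was also not past the threshold. It was with DESeq2 (all samples or 2 groups), with edgeR, with 2 groups in the limma fit and, at a log2 fold change of 1.27, with the sample set (3 sets found by clustering of the samples) as a term. The *atp2a2b* (ENSDARG00000005122) gene had 3240 ± 299 normalized counts (SD, n = 3) in control samples and 3399 ± 384 (SD, n = 4) in POP125× samples, a log2 fold change of 0.066 (standard error 0.15, adjusted p = 0.814 from limma with Benjamini-Hochberg adjustment). The POP125× values of *atp2a2b* overlapped the control values, and its log2 fold change was −0.012 without control replicate 1.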

The latter is encoded by the *atp2a2a* and *atp2a2b* genes, of which only *atp2a2a* was significantly induced after exposure to POP125× (see below). Thus, the role of Atp2a2 in inducing arrythmia is very likely, although the precise mechanism remains unclear. Finally, the cardiotoxic effects of organochlorine pesticides have been clearly described previously [67]. The mechanisms may vary but most of the compounds within the different mixes undoubtedly have the potential to alter the heart rate, leading to cardiac conditions such as arrythmia, hypertension, and other cardiac defects.

### 3.6. Fish Were Hyperactive and Responded Notably to Changes in Illumination

To test for behavioral effects, indicative of potential neurological defects, we used a standard 10-min light–dark swimming activity protocol to assess the parameters “time spent active”, “distance travelled”, and “swimming speed” in 10 s intervals. Due to the high number of multiple malformations in the larvae in POP250x, this dose was excluded from the behavioral analyses.

#### 3.6.1. Dark–Light Response

In Figure 5, we illustrate the changes in behavior observed after treatment with the total mix POP125× compared to the control, untreated larvae at 5 dpf. As expected, we observe an increase in all parameters in control larvae during the dark phase, compared to the light phase. We can also observe the initial increase in all parameters at the start of the dark phase, which decreases in time while the larvae acclimate to the new situation. This decrease is even much faster in the POP125×-treated larvae. In contrast, we observe a stronger spike in activity when switching to the light phase, indicating that the larvae do perceive the change in lighting conditions, but rapidly return to a slightly higher activity compared to the dark phase.

The effects recorded during the dark and light phases (excluding the spikes, see below) were different depending on the compounds used (Figure 6). For instance, POP125× was the only compound that increased the swimming speed (SWS) during the dark phase, whereas binary mixtures containing Cl (PFAA + Cl and Br + Cl) decreased the speed significantly compared to controls (Figure 6A). Cl alone decreased the speed significantly only when compared to PFAA, itself slightly, but not significantly, higher than control. Thus, it appears that Cl was mainly responsible for decreasing swimming speed during the dark phase. During the light phase, more striking effects on the swimming speed were seen. Overall, all treatments (except Br) caused a faster swimming speed; however, only those mixtures where PFAA was present caused a significant increase compared to the control group. Fish exposed to the POP125× mix were swimming the fastest, followed by the binary mixtures PFAA + Br and PFAA + Cl, and finally PFAA (Figure 6B). Thus, while only PFAA alone caused a significant increase in swimming speed, addition of Cl or Br in the binary mixtures further enhanced this effect.

Time spent active (TSA) was similarly significantly affected (Figure 6C,D). POP125× caused the highest increase in activity in both the dark and light phases. During the dark phase, the presence of PFAA and PFAA + Cl significantly decreased TSA values, similar to the Cl and Br + Cl groups. During the light phase, a dramatic increase in activity was observed in fish exposed to POP125×, while PFAA, PFAA + Br, and PFAA + Cl caused a significant, but weaker, increase. Br, Cl, and Br + Cl did not affect TSA relative to control, they were thus significantly different from PFAA.

The distance travelled (DT) during the dark phase was significantly higher in fish treated with POP125×, but lower in fish treated with PFAA + Cl and Br + Cl. During the light phase, a large increase in DT was seen upon POP125× treatment, while PFAA, PFAA + Br, and PFAA + Cl, caused weaker, but still significant, increases, similar to what was observed for the TSA (Figure 6E,F).

Behavior is a complex endpoint, hard to analyze, and where many variables could be playing a role and inducing changes. One of the first hypotheses we thought of to explain the altered behavior was related to compounds binding to brain aromatase or Cyp19a1b. This protein (or its isoforms) is present from 24 hpf [68] and several studies have reported changes in swimming behavior triggered by compounds such as fadrozole (a well-known aromatase inhibitor) or other endocrine disrupting chemicals like a PCB mixture (aroclor 1254), PBDE-47, or PFOA in various fish species [69,70,71,72,73]. However, involvement of classical endocrine disruptors was ruled out for environmental effects, either due to the high concentrations used (fadrozole), or to the observation that hormone antagonists did not revert the changes [73]. In our experiments, the most obvious alterations of behavior were caused by the PFAA sub-mix (with PFOA and PFOS at the highest concentrations in the mix). We also observed a significant effect of Br or Cl, also adding to the effect when used in combination with PFAA, although never reaching the extent of the full POP125× mix. Thus, we cannot discard eventual synergistic or additive effects caused by the presence of the other chemicals within the mix. The behavior altering properties of PFAAs have been described before, in various settings. At very low concentrations between 7–700 ng/L, PFOS or PFOA led to decreased activity in 5 dpf larvae when tested alone, but increased activity when both compounds were tested together [72]. Increased activity was also observed for PFOA at 400–4000 ng/mL [44] or at 300 to 2000 ng/mL considering only the dark phase [37], consistent with our findings. These authors also suggested that hyperactivity was linked to alterations in calcium signaling involving the ryanodine receptor Ryr and affecting muscular contractions. Also, sensitization of the RYR by PCBs (e.g., 28, 138 and 153) can cause a developmental neurotoxicity [74], hence affecting the photomotor response of the larvae.

#### 3.6.2. Startle Response

As mentioned above, we noticed that each time fish were recorded, we could observe a dramatic increase in their activity (spike) at the moment of drastic transition from light to dark or back to light. Thus, we decided to focus on this spike response by analyzing only the 50 s around the transition. For the light–dark transition, we observed an increased startle response for the POP125× mix, which was even higher for the PFAA sub-mix, but somehow attenuated by addition of Br in the PFAA + Br sub-mix and Cl in the PFAA + Cl sub-mix reaching significance only for swimming speed (Figure 7). Interestingly, Br alone had no effect, while Cl alone significantly increased all parameters relative to controls. In the dark–light transition, this increased response was also observed, this time higher for the POP125× mix compared to all other mixtures containing PFAA. Br and Cl alone or in combination had no effect at all compared to control, while only marginally modulating the effect of PFAA in binary mixtures.

Taken together, our results indicate that the immediate startle response, presumably corresponding to the larvae reacting to any change in environmental conditions, is amplified by the presence of POPs, especially PFAA. This is consistent with the overall higher activity, as described above; however, the Br and Cl components seem to modulate this startle response more strongly. PBDEs such as BDE-47, -99, -100, and -153 have been shown to alter behavior at concentrations as low as 2.5 µg/mL depending on the congener [46]. According to these authors, the drastic response of the larvae in lighting transition can be explained by alterations in the glutamatergic transmission and changes in electrical coupling in the presence of PBDEs or PCBs.

### 3.7. Mitochondria Responded Notably to POP Mixture

To test the effect of the POPs on mitochondria, we used the transgenic line *Tg(kdrl-mls:GFP)*, which expresses the green fluorescent protein GFP in the endothelial cells of the vasculature and directs it to the mitochondria via its Mls signal peptide [18]. 

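In the sequenced pools of larvae, the *kdrl* (ENSDARG00000105215) gene had 695 ± 75.1 normalized counts (SD, n = 3) in control samples and 845 ± 64.9 (SD, n = 4) in POP125× samples, a log2 fold change of 0.28 (standard error 0.18, adjusted p = 0.365 from limma with Benjamini-Hochberg adjustment). The POP125× and control values overlapped. The log2 fold change stayed between 0.23 and 0.37 in the 7 fits that each left out one library. It was −0.051 when a term was added for 3 sets into which the 10 samples fell by clustering.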

Note that the expression of the endogenous *kdrl* gene is not significantly affected by POP treatment (see below and Table S2). Exposure of these embryos to POP mixes led to a significantly increased fluorescence with POP125×, while only combined sub-mixes PFAA + Br and Br + Cl caused a significant increase (Figure 8). The higher levels of activity in mitochondria seem to be linked to OCPs and PCBs, which are explained by a POP-induced imbalance in redox, hormone homeostasis, and mitochondrial dysfunction; the mechanisms are discussed in further detail in [75,76].

### 3.8. Gene Expression Is Severely Affected by Exposure to POPs

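Pools of whole larvae were sampled at 5 dpf after exposure to 0.1% DMSO (control, replicates 1, 2 and 4), to the mixture at 75 times its level in human blood (POP75×, replicates 2, 3 and 4) or at 125 times that level (POP125×, replicates 1, 2, 3 and 4). The methods give pools of 65 larvae and the sample labels pools of 75. Stranded poly(A) libraries were sequenced from one end, and the authors mapped and counted the reads on GRCz11 and divided the counts of each sample by one size factor. Every value of a sample was a whole multiple of its smallest value, so the counts of reads could be recovered. They amounted to 13659239 to 20267255 reads on genes per sample, with a median of 18489435 in control and 17081149 in POP75× samples. Of the 32520 genes listed, 21563 had at least 10 normalized counts in at least 3 samples and were tested. Their log2 values, with a pseudocount of 1, were fitted with limma over all 10 samples, with an intensity trend, and p-values were adjusted by the Benjamini-Hochberg method.
Clustering of the samples on these log2 values (Euclidean distance, average linkage) gave 3 sets that did not follow the conditions. Set 1 held control replicate 1, POP75× replicate 4 and POP125× replicates 3 and 4. Set 2 held control replicates 2 and 4 and POP75× replicate 3. Set 3 held POP75× replicate 2 and POP125× replicates 1 and 2, and so no control sample. Principal components 1, 2 and 3 took 45.9%, 18.5% and 11.0% of the variance. The median share of a gene's variance between the sets was 62.6%, and that between the conditions 26.0%, a comparison that favors the sets because they were found in the same values. A fit with the set as a further term was therefore added after seeing the data. In that fit the comparison of POP125× with control rests on the samples of set 1, where 1 control meets 2 POP125× samples, and on POP75× samples as a link between the other sets.

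**Figure D1:**
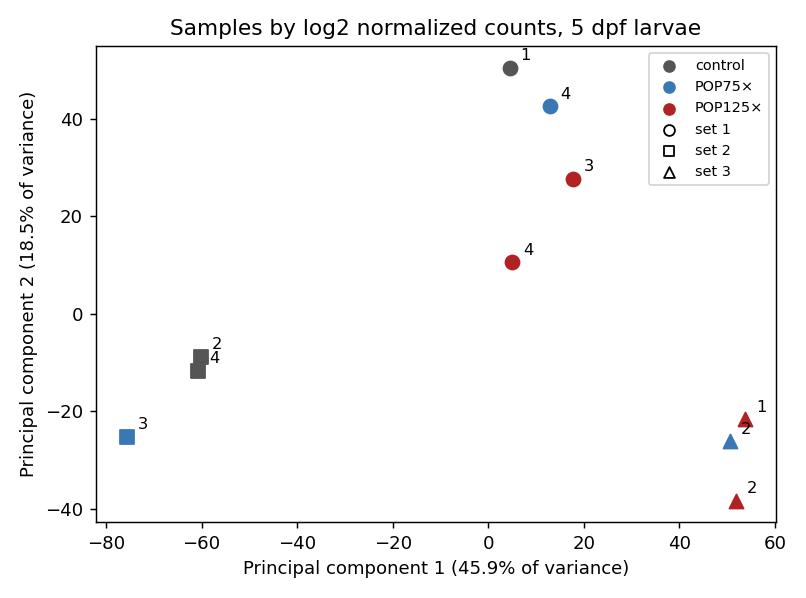
Principal components 1 and 2 of the log2 normalized counts of the 10 samples of larvae at 5 dpf. Colors give the condition, symbols the set found by clustering and numbers the replicate, and the axes give the share of variance (45.9% and 18.5%). Samples of one condition lie in 2 or 3 sets.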

To gain further insight into the molecular mechanisms affected by POP exposure, we compared the whole genome transcriptome of control larvae to that of larvae treated with POP75× or POP125× by RNA-Seq analysis on whole larvae at 5 dpf. The number of differentially expressed genes (DEGs at p_adjust_ < 0.05) was 172 and 2466 for, respectively, POP75× and POP125× treatments, with 1531 genes that were upregulated and 935 that were downregulated by POP125×.

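The limma fit gave 366 DEGs between the 4 POP125× and the 3 control samples, 291 upregulated and 75 downregulated, and 4518 genes at an unadjusted p under 0.05. Between the 3 POP75× and the 3 control samples no gene passed the threshold, with 1274 genes at an unadjusted p under 0.05. Among the alternatives fixed in advance, the Wald test of DESeq2 on the recovered reads raised these counts most, with 2883 DEGs at POP125× when only the 2 groups compared were fitted and 101 at POP75× when all samples were. The count at POP125× also changed with single libraries left out, and leaving out control replicate 4 lowered it most. Fewer samples are part of that change, here and for the calls of single genes. It was 38 without control replicate 4, 40 without control replicate 2, 40, 44 and 56 without POP125× replicates 3, 4 and 2, 228 without POP125× replicate 1 and 473 without control replicate 1. At POP75×, the count was 5 without replicate 3 of that dose and 0 in the other fits of this kind. Limma with the replicate number as a block gave 1164 DEGs at POP125× and 0 at POP75×. DESeq2 with that block, a fit added after seeing the data, gave 2479 and 172, the same genes as the authors' tables. With the sample set as a term, 2707 genes passed at POP125×, among them 358 of the 366, and 1008 at POP75×. Of the 366 DEGs, 364 were also called in the authors' table of POP125× against control, and all 2477 of the authors' POP125× DEGs that were tested here had the same sign. In the fit with the sample set as a term, 2047 of those 2477 had the same sign and 724 were called.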

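No gene was a DEG at both concentrations, since none passed at POP75×. In the direct comparison of the 4 POP125× with the 3 POP75× samples, which needs no control sample, no gene passed either, with 1051 genes at an unadjusted p under 0.05. The difference between the doses was therefore not shown gene by gene in this fit, while 61 genes passed with the sample set as a term. Across the genes tested, the log2 fold changes at the 2 doses had a Pearson r of 0.786, where genes are not independent replicates. Both use the same 3 control samples, and 50 simulations without any change in either treated group gave a mean r of 0.532 (0.512 to 0.549). The sign was the same at both doses for 79.4% of genes, against 67.8% in the simulations. All 366 POP125× DEGs had the same sign at POP75×, and 352 (96.2%) changed more at POP125×, against 93.4% and 86.9% for as many genes with the lowest p in the simulations. The simulations were made for the shared controls and not for the sets of samples, which also enter both fold changes. An excess over the simulations thus cannot be told apart from differences between the sets. With the controls divided so that no sample served both doses, r was 0.225, 0.453, 0.461, 0.510, 0.586 and −0.0126 in the 6 divisions, the lowest with control replicate 1 alone against POP75×. Without POP75× replicate 2, which lies in set 3 with POP125× samples, r was 0.459. Of the 172 genes that the authors' table calls at POP75×, 147 had a larger absolute log2 fold change at POP125× here.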

Interestingly, the huge majority (169/172) of DEGs affected at the lower concentration were also, and more strongly, affected at the higher concentration (Figure 9A, see also Table S2). As an example, the *fbxo32* (involved in muscle morphogenesis and homeostasis, and in larval behavior), *fosb* (transcription factor of the AP1 family), and *cdca7a* (regulation of hematopoietic stem cell differentiation, thymus development) genes were not significantly affected at POP75× (log(fold-change), respectively, 0.64, 0.57, and −0.65, p_adj_ > 0.05), but were strongly affected at POP125× concentration (log(fold-change) of, respectively, 2.45, 2.20, and −1.31, p_adj_ << 0.05) (Figure 9B). 

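The *fbxo32* (ENSDARG00000040277) gene had 60.2 ± 15.4 normalized counts (SD, n = 3) in control, 116 ± 15.3 (SD, n = 3) in POP75× and 498 ± 179 (SD, n = 4) in POP125× samples. Its log2 fold change was 0.96 (standard error 0.32, adjusted p = 0.672) at POP75× and 2.98 (standard error 0.30, adjusted p = 0.00194, both from limma with Benjamini-Hochberg adjustment) at POP125×. The call at POP125× was kept in each of the 7 fits that left out one library. The *fosb* (ENSDARG00000055751) gene had 40.0 ± 17.9 normalized counts (SD, n = 3) in control, 77.6 ± 24.2 (SD, n = 3) in POP75× and 265 ± 101 (SD, n = 4) in POP125× samples. Its log2 fold change was 0.99 (standard error 0.43, adjusted p = 0.804) at POP75× and 2.69 (standard error 0.40, adjusted p = 0.0125, both from limma with Benjamini-Hochberg adjustment) at POP125×. The call of *fosb* at POP125× was lost without control replicate 4 or without POP125× replicate 2, 3 or 4. The *cdca7a* (ENSDARG00000077620) gene had 741 ± 248 normalized counts (SD, n = 3) in control, 501 ± 335 (SD, n = 3) in POP75× and 249 ± 27.8 (SD, n = 4) in POP125× samples. Its log2 fold change was −0.69 (standard error 0.38, adjusted p = 0.876) at POP75× and −1.51 (standard error 0.36, adjusted p = 0.0614, both from limma with Benjamini-Hochberg adjustment) at POP125×. At POP125×, *cdca7a* was thus not past the threshold, and without control replicate 1 it was, with a log2 fold change of −1.82. It was also past the threshold with DESeq2, with total counts as scaling, with only the 2 groups in the fit and, at a log2 fold change of −0.64, with the sample set as a term. Compared directly between the doses, the log2 fold changes were 2.02, 1.69 and −0.82 for these genes, none past the threshold. The same differences, with the sample set as a term, were 1.94, 1.84 and −0.40, and those of *fbxo32* and *fosb* were past it. At POP75×, the log2 fold change of *fosb* was 0.65 without control replicate 1, and that of *cdca7a* −1.20 without POP75× replicate 3 and −0.43 without POP75× replicate 2. Fold changes at POP75× were listed gene by gene for these genes and *calcoco1b* alone.

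**Figure D2:**
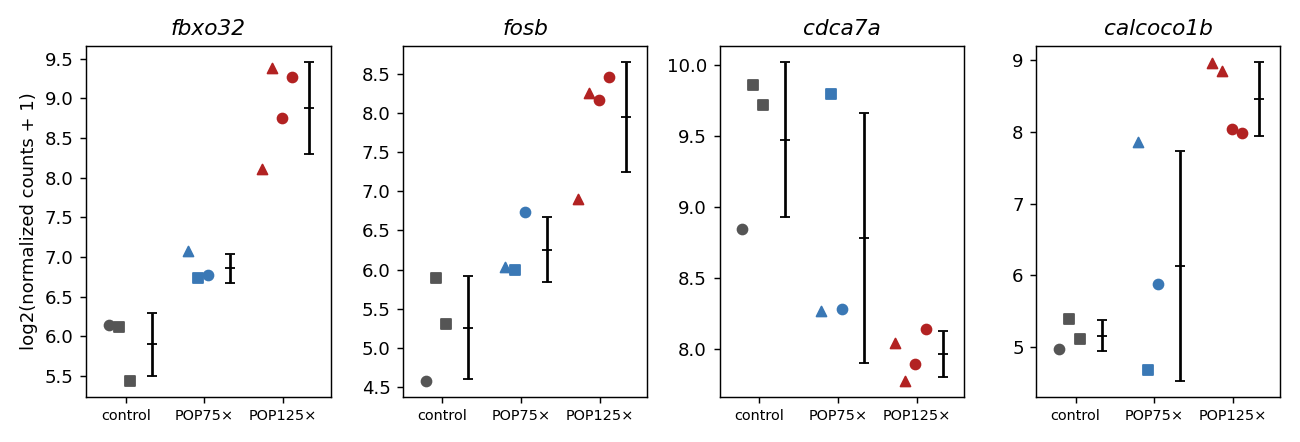
Log2 of normalized counts plus 1 of *fbxo32*, *fosb*, *cdca7a* and *calcoco1b* in control, POP75× and POP125× samples. Points are samples, with symbols for the sets (circle 1, square 2, triangle 3), and bars give the mean and SD of each condition. In *cdca7a* and *calcoco1b*, POP75× replicate 3 lies with the control samples.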

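The *calcoco1b* (ENSDARG00000016391) gene had 35.0 ± 5.43 normalized counts (SD, n = 3) in control, 104 ± 111 (SD, n = 3) in POP75× and 368 ± 129 (SD, n = 4) in POP125× samples. Its log2 fold change was 0.97 (standard error 0.62, adjusted p = 0.882) at POP75× and 3.30 (standard error 0.58, adjusted p = 0.0213, both from limma with Benjamini-Hochberg adjustment) at POP125×. The POP75× samples were spread from 24.5 normalized counts in replicate 3 to 230.4 in replicate 2, and the fold change at that dose was 0.11 without replicate 2 and 1.70 without replicate 3. The call at POP125× was lost in 6 of the 7 fits that left out one library, all but the one without control replicate 1. Between the doses, the log2 fold change was 2.33 and not past the threshold, and with the sample set as a term it was 1.88 and past it.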

Another such gene is *calcoco1b,* coding for a calcium binding protein acting as a translation elongation factor.

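Upregulated genes made up 79.5% of the 366 DEGs of POP125×. The lowest share among the alternatives run was 57.7%, with DESeq2 and 2 groups in the fit. Without control replicate 2 or 4 or POP125× replicate 2 or 3, all DEGs were upregulated, and without POP125× replicate 4, 43 of 44. Downregulated DEGs numbered 38 without POP125× replicate 1 and 100 without control replicate 1. Among the genes labeled in Figure 9B, the lowest adjusted p of limma with Benjamini-Hochberg adjustment belonged to *retreg1* (ENSDARG00000079059), *ucp3* (ENSDARG00000091209) and *cbx7a* (ENSDARG00000038025), at 0.00135 each, with log2 fold changes of 3.01, 2.50 and 2.27. These calls, and those of *pdk2b* (2.88) and *psme4a* (3.04), were kept in each of the 7 fits that left out one library. Other genes of that figure had log2 fold changes of 3.08 (*mmp9*), 2.55 (*slc16a9a*), 2.44 (*lcat*) and 2.37 (*oat*). The calls of *mmp9* and *lcat* were kept only without control replicate 1, that of *oat* was lost without control replicate 2 or 4, and that of *slc16a9a* was lost in each of these fits. The *ca4b* and *krtt1c19e* genes fell by 1.71 and 1.52 on the log2 scale and were not past the threshold, but were with DESeq2 on all samples and on 2 groups.
By a rule fixed in advance, the 5 DEGs with the largest change in each direction were also listed. The ENSDARG00000069381 gene had at most 3 reads in a control sample and 63.0 normalized counts (mean, n = 4) in POP125× samples, which is at least 21.6-fold higher than 3 reads per control sample would give, and at least 14.1-fold without POP125× replicate 3. It was followed by *il11a* (2.30 ± 3.98 normalized counts (SD, n = 3) in control samples and 40.9 ± 16.3 (SD, n = 4) in POP125× samples), *fosl1a*, *si:dkey-91f15.1* with a log2 fold change of 3.39 and *plekhs1* with 3.33. The downregulated genes were *cyp2aa8*, *ska1* (−1.53), *cyt1l* (−1.31), *defbl1* (−1.29) and *trim101* (−1.27). Of these 10, the calls of *cyt1l* and *defbl1* were lost in each of the 7 fits that left out one library, and those of the others in 4 to 6 of them. The call of *il11a* was also lost with edgeR and that of ENSDARG00000069381 with DESeq2 and the sample set as a term.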

The most highly, and most significantly, regulated genes are mostly upregulated genes. 

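The *fosl1a* (ENSDARG00000015355) gene had 54.5 ± 5.25 normalized counts (SD, n = 3) in control samples and 899 ± 686 (SD, n = 4) in POP125× samples, a log2 fold change of 3.69 (standard error 0.68, adjusted p = 0.0241 from limma with Benjamini-Hochberg adjustment). The *junba* (ENSDARG00000074378) gene had 270.2 ± 113 normalized counts (SD, n = 3) in control samples and 1197 ± 420.1 (SD, n = 4) in POP125× samples, a log2 fold change of 2.19 (standard error 0.39, adjusted p = 0.0224 from limma with Benjamini-Hochberg adjustment). For both genes, and for *fosb*, every POP125× sample lay above every control sample. The log2 fold change with the sample set as a term was 2.34 for *fosl1a* and 2.19 for *junba*, both past the threshold. The call of *fosl1a* was kept only without control replicate 1, and that of *junba* only without control replicate 1 or POP125× replicate 1, among the fits that each left out one library.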

Among the most highly induced genes, we observe *fosl1a*, *fosb*, and *junba* which together form the AP1 transcription factor regulating cell proliferation, differentiation, and stress response [77]. Also, among these upregulated genes are the two paralogs *igfbp1a and igfbp1b*, coding for Igfbp proteins that interact with insulin-like growth factors (IGFs) to stabilize them and modulate their effects on growth and glucose metabolism. 

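The *igfbp1a* (ENSDARG00000099351) gene had 385 ± 116 normalized counts (SD, n = 3) in control samples and 2211 ± 335 (SD, n = 4) in POP125× samples, a log2 fold change of 2.56 (standard error 0.30, adjusted p = 0.00504 from limma with Benjamini-Hochberg adjustment). The *igfbp1b* (ENSDARG00000038666) gene had 95.9 ± 55.0 normalized counts (SD, n = 3) in control samples and 746 ± 221 (SD, n = 4) in POP125× samples, a log2 fold change of 3.11 (standard error 0.42, adjusted p = 0.00738 from limma with Benjamini-Hochberg adjustment). Both calls were kept in all 7 fits that left out one library, with log2 fold changes from 2.28 to 2.73 for *igfbp1a* and from 2.53 to 3.51 for *igfbp1b*.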

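The *cyp24a1* (ENSDARG00000103277) gene had 355 ± 91.2 normalized counts (SD, n = 3) in control samples and 1598 ± 318 (SD, n = 4) in POP125× samples, a log2 fold change of 2.18 (standard error 0.23, adjusted p = 0.00240 from limma with Benjamini-Hochberg adjustment). Its log2 fold change stayed between 1.96 and 2.34 with each library left out in turn, past the threshold each time, and it was 2.26 with the sample set as a term.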

The *cyp24a1* gene, coding for a 1,25-dihydroxyvitamin D3 metabolizing enzyme, is significantly upregulated, possibly in relation to the growth retardation observed [78,79]. In contrast, *cyp2aa9* and *cyp2aa8*, coding for xenobiotic metabolizing enzymes [80,81,82], are among the most downregulated genes, indicating a response to inflammatory status [83]. In addition, many more genes (2297) were differentially expressed in POP125×-treated larvae relative to control, although we did not observe substantial lethality at this stage.

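The *cyp2aa9* (ENSDARG00000098890) gene had 165 ± 101 normalized counts (SD, n = 3) in control samples and 46.4 ± 35.7 (SD, n = 4) in POP125× samples, a log2 fold change of −2.06 (standard error 0.80, adjusted p = 0.183 from limma with Benjamini-Hochberg adjustment). It was not past the threshold here, although all POP125× samples lay below all control samples, and it was with the sample set as a term, at a log2 fold change of −1.57. The *cyp2aa8* (ENSDARG00000104540) gene had 501 ± 27.5 normalized counts (SD, n = 3) in control samples and 85.1 ± 27.2 (SD, n = 4) in POP125× samples, a log2 fold change of −2.60 (standard error 0.46, adjusted p = 0.0215 from limma with Benjamini-Hochberg adjustment). Of the fits that each left out one library, only that without control replicate 1 kept the call of *cyp2aa8*.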

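All 366 DEGs of POP125× had no overlap between the values of the treated and the control samples. Of these, 365 changed by more than 1.5-fold, and 35 were past the threshold in every one of the 7 fits that left out one library. The median log2 fold change over all genes tested was −0.0082. With total counts as scaling it was 0.063 and 188 genes passed. With the sample set as a term, 839 of the genes past the threshold at POP125× were past it at POP75× too.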

Pathway and gene ontology (Tables S3–S5) analysis points to a dysregulation of the cell cycle, but also of central nervous system development, motor activity, growth, response to stress, and metabolic processes, in particular insulin signaling and glucose metabolism (Tables S3 and S4). 

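Gene lists written in advance from general knowledge of the cell cycle and of stress were tested with camera, with a preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over 20 lists. Of 58 proliferation genes tested outside the condensin complexes, all had a negative log2 fold change at POP125×, with a median of −0.91 (camera adjusted p = 3.52e-28). Of these, 15 were DEGs over all genes tested and 50 when adjusted over the list alone. The study names or lists 23 genes of this list, so the test is not independent of it. With each library left out in turn, the median ranged from −0.95 (without control replicate 1) to −0.83 (without POP125× replicate 3). Of 14 immediate early genes, 4 were DEGs, 12 passed when adjusted over the list alone, and the median log2 fold change was 1.46 (camera adjusted p = 3.58e-08), ranging from 1.097 (without control replicate 1) to 1.75 (without POP125× replicate 1). The study names or lists 4 of the immediate early genes, so that test is not independent of it either. The medians of the proliferation and immediate early genes with the sample set as a term were −0.62 and 1.68. No list was past the threshold at POP125× with the correlation estimated from the data, where the lowest adjusted p of camera was 0.105. With fry, the lists past it were condensin I, condensin II, cohesin, proliferation, p53 targets, glucocorticoid targets, PPAR targets, integrated stress response, immediate early genes and aryl hydrocarbon receptor targets.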

Using the list of genes involved in insulin signaling (Table S5) in GENEMANIA, we constructed a network of co-expressed genes encoding proteins with physical interaction (Figure 10). Strikingly, all these genes are significantly upregulated by POP125×, while also distributing in several modules.

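Of the 21 insulin signaling genes in Table S5, all had a positive log2 fold change at POP125×, with a median of 0.88 (0.58 to 1.75). Over all genes tested, 2 of them were DEGs here, 20 had an unadjusted p under 0.05 and 20 passed when adjusted over the list alone, which is not independent evidence because the list was chosen on these samples. In the fit with the sample set as a term, 19 had a positive fold change, 8 were past the threshold and the median was 0.45.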

One of these modules centers around *gys1*, indicating increased glycogen synthesis activity. 

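The *gys1* (ENSDARG00000016875) gene had 1957 ± 176 normalized counts (SD, n = 3) in control samples and 3559 ± 440.1 (SD, n = 4) in POP125× samples, a log2 fold change of 0.86 (standard error 0.15, adjusted p = 0.0219 from limma with Benjamini-Hochberg adjustment). Every POP125× sample lay above every control sample. The call was lost without control replicate 2 or 4, without POP125× replicate 2, 3 or 4, and with total counts as scaling, and it was kept at a log2 fold change of 0.81 with the sample set as a term.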

Other modules involve the insulin receptor (*insrb*), the Glut1 glucose transporter (*slc2a1b*) [84], a transcriptional regulatory module centered on the serum response factor (*srfa*), or regulatory protein kinases such as the MAPkinases *map3k10*, *map3k21* and *mapk13* genes, the protein kinase C gene *prkcdb* or the serum/glucocorticoid regulated kinase 1 gene (*sgk1*). Together, these observations indicate an increase in metabolism in the POP-treated larvae.

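None of the 8 genes *insrb*, *slc2a1b*, *srfa*, *map3k10*, *map3k21*, *mapk13*, *prkcdb* and *sgk1* was past the threshold over all genes tested, and 6 had an unadjusted p under 0.05. All had a positive log2 fold change, from 0.31 (*map3k21*) to 1.26 (*prkcdb*), and 7 had all POP125× samples above all control samples. The *sgk1* (ENSDARG00000025522) gene had 1829 ± 671 normalized counts (SD, n = 3) in control samples and 3332 ± 695 (SD, n = 4) in POP125× samples, a log2 fold change of 0.92 (standard error 0.27, adjusted p = 0.108 from limma with Benjamini-Hochberg adjustment), and the log2 fold change was 0.56 without control replicate 1. The *insrb* (ENSDARG00000071524) gene had 1075 ± 48.3 normalized counts (SD, n = 3) in control samples and 1638 ± 240.1 (SD, n = 4) in POP125× samples, a log2 fold change of 0.60 (standard error 0.20, adjusted p = 0.139 from limma with Benjamini-Hochberg adjustment). When the sample set was a term, 6 were positive and *sgk1* alone was past the threshold, while *srfa* (−0.079) and *map3k21* (−0.13) were negative. The Wald test of DESeq2 called 3 of the genes with all samples and 7 with 2 groups, and limma called 4 with 2 groups.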

As may be expected from exposure to environmental toxins, oxidoreductase molecular function was identified as significantly affected, with all the genes in the list interestingly downregulated. These genes code for detoxifying enzymes such as alcohol dehydrogenases (*adh5*, *adh8b*), aldehyde dehydrogenases (*aldh16a1*, *aldh9a1a.1*), or cytochromes (*cyb5r3*, *cyp2aa3*, *cyp2r1*, *cyp4v8*, *cyp51*).

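All 29 oxido-reductive genes in Table S5 had a negative log2 fold change at POP125×, from −1.82 to −0.66 with a median of −0.96. Over all genes tested, 1 of them was a DEG here, 23 had an unadjusted p under 0.05 and 21 passed when adjusted over the list alone, again a list chosen on these samples. When the sample set was a term, 23 were negative and 6 positive, 6 were past the threshold, all downregulated, and the median was −0.21.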

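Of the 9 genes *adh5*, *adh8b*, *aldh16a1*, *aldh9a1a.1*, *cyb5r3*, *cyp2aa3*, *cyp2r1*, *cyp4v8* and *cyp51*, none was past the threshold over all genes tested, 6 had an unadjusted p under 0.05 and 6 had all POP125× samples below all control samples. The *cyp2aa3* (ENSDARG00000103347) gene had 79.9 ± 11.0 normalized counts (SD, n = 3) in control samples and 24.5 ± 11.8 (SD, n = 4) in POP125× samples, a log2 fold change of −1.75 (standard error 0.44, adjusted p = 0.0722 from limma with Benjamini-Hochberg adjustment). The smallest change was that of *cyp51*, which was −0.43 without POP125× replicate 1, at −0.66. Once the sample set was a term, *cyp2aa3* was past the threshold at −1.27, while *adh5* (0.16), *aldh16a1* (0.13), *cyp2r1* (0.29) and *cyp51* (0.31) were positive and not past it. DESeq2 called 2 of the genes with all samples and 7 with 2 groups.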

Gene enrichment analysis based on the mutant descriptions at zfin (zfin.org; accessed on 6 March 2023)) revealed that mutations in a significant number of the affected genes cause defects in development of the nervous system and the eye, as well as in the mitotic cell cycle (Tables S3 and S4). Based on these results, we used the GENEMANIA database to construct networks for the genes involved in eye and brain development (Figure 11). 

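The brain genes of Table S5 matched 59 gene identifiers tested and the eye genes 73. At POP125×, 58 of the brain identifiers had a negative log2 fold change, with a median of −0.76 and 8 DEGs, and 72 of the eye identifiers, with a median of −0.76 and 11 DEGs. The 1 positive in each list was the same identifier of *hdac8*, at 0.20, where the symbol has 2 identifiers. An unadjusted p under 0.05 was found for 50 and 65, and 47 and 65 passed when adjusted over the list alone, lists that were chosen on these samples. In the fit with the sample set as a term, 53 brain and 67 eye identifiers were negative, with medians of −0.28 and −0.29, and 17 and 20 were past the threshold, all downregulated.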

In both networks, we notice that the genes are all downregulated and that they build a tight network of co-regulated genes. 

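The brain list of Table S5 holds 57 symbols and the eye list 72. Both hold 35 of them, which is 61.4% of the brain list and 48.6% of the eye list.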

About half of the genes affecting either eye or brain development are common to both networks. When we focused on the genes whose products were shown to physically interact (Figure 11), some similarities and some differences were observed. One common module is formed by the *aurka* (aurora kinase A, a histone serine kinase), the histone deacetylase gene *hdac8*, the polo-like protein serine/threonine kinase gene *plk1*, and the *fbxo5* gene coding for a predicted ubiquitin ligase inhibitor. 

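The *plk1* (ENSDARG00000058471) gene had 573 ± 18.3 normalized counts (SD, n = 3) in control samples and 253 ± 44.0 (SD, n = 4) in POP125× samples, a log2 fold change of −1.19 (standard error 0.22, adjusted p = 0.0243 from limma with Benjamini-Hochberg adjustment). Its call was kept, among the fits that each left out one library, only without control replicate 1 or POP125× replicate 1. The *aurka* and *fbxo5* genes had log2 fold changes of −0.95 and −1.20 and were not past the threshold. The 2 identifiers of *hdac8* moved apart, with −0.84 for ENSDARG00000003021 and 0.20 for ENSDARG00000105159, neither past the threshold. The gene *plk1* was past it at −0.91 with the sample set as a term. With DESeq2 on all samples, *aurka* and *fbxo5* were past it too.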

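The *cdk1* (ENSDARG00000087554) gene had 357 ± 28.1 normalized counts (SD, n = 3) in control samples and 195 ± 24.2 (SD, n = 4) in POP125× samples, a log2 fold change of −0.87 (standard error 0.20, adjusted p = 0.0549 from limma with Benjamini-Hochberg adjustment). The *ccnb1* (ENSDARG00000051923) gene had 401 ± 68.5 normalized counts (SD, n = 3) in control samples and 161 ± 31.1 (SD, n = 4) in POP125× samples, a log2 fold change of −1.32 (standard error 0.30, adjusted p = 0.0544 from limma with Benjamini-Hochberg adjustment). The *rpa1* gene had a log2 fold change of −0.63 and *smc4* of −0.94. None of the 4 was past the threshold, and for each all POP125× samples lay below all control samples. Without control replicate 1, *rpa1* was past the threshold at −0.80. With total counts as scaling, *ccnb1* was past it. All 4 were past it with DESeq2, with all samples or 2 groups, and 2 of them, *rpa1* at −0.33 and *smc4* at −0.47, with the sample set as a term.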

In the brain, this module is connected through the CDK–cyclin pair Cdk1-Ccnb1 to the gene products of *rpa1* and *smc4*, predicted to be involved, respectively, in DNA repair, replication, and chromosome organization. Two smaller modules are formed by the *birc5a*, *cdca8*, *nono*, and *sfpq* genes, all of which were shown to affect both brain and eye formation when mutated (zfin.org). 

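The *birc5a*, *cdca8*, *nono* and *sfpq* genes had log2 fold changes of −1.12, −0.93, −0.78 and −0.63, none past the threshold over all genes tested and all 4 at an unadjusted p under 0.05. The *nono* (ENSDARG00000020482) gene, with the lowest adjusted p, had 2047 ± 232 normalized counts (SD, n = 3) in control samples and 1186 ± 77.8 (SD, n = 4) in POP125× samples, a log2 fold change of −0.78 (standard error 0.18, adjusted p = 0.0559 from limma with Benjamini-Hochberg adjustment). It was past the threshold at −0.41 with the sample set as a term. DESeq2 with all samples called *birc5a* and *nono*, and with 2 groups all 4.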

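The condensin I genes *smc2*, *ncapg*, *ncaph*, *ncapd2* and *smc4* all had lower counts in each POP125× sample than in any control sample. The *ncapd2* (ENSDARG00000005058) gene had 952 ± 175 normalized counts (SD, n = 3) in control samples and 454 ± 73.2 (SD, n = 4) in POP125× samples, a log2 fold change of −1.06 (standard error 0.22, adjusted p = 0.0356 from limma with Benjamini-Hochberg adjustment). The *ncapg* (ENSDARG00000070109) gene had 556 ± 73.2 normalized counts (SD, n = 3) in control samples and 331 ± 40.9 (SD, n = 4) in POP125× samples, a log2 fold change of −0.74 (standard error 0.15, adjusted p = 0.0356 from limma with Benjamini-Hochberg adjustment). The *smc2* (ENSDARG00000017744) gene had 819 ± 73.5 normalized counts (SD, n = 3) in control samples and 488 ± 90.6 (SD, n = 4) in POP125× samples, a log2 fold change of −0.76 (standard error 0.18, adjusted p = 0.0549 from limma with Benjamini-Hochberg adjustment), and the *ncaph* (ENSDARG00000061468) gene had 365 ± 13.5 normalized counts (SD, n = 3) in control samples and 214 ± 54.9 (SD, n = 4) in POP125× samples, a log2 fold change of −0.80 (standard error 0.19, adjusted p = 0.0611 from limma with Benjamini-Hochberg adjustment). The adjusted p of *smc4* (ENSDARG00000038882) was 0.106 in the same limma test, so that *ncapg* and *ncapd2* were DEGs and the others were not. Without POP125× replicate 1, *ncaph* was past the threshold at −0.95, and all 5 were with DESeq2, with 2 groups in the limma fit and with the sample set as a term. In the fits that each left out one library, *ncapg* was called only without POP125× replicate 1 and *ncapd2* only without control replicate 1 or POP125× replicate 1, and neither was called without the trend of limma. The *ncapg* call was also lost with total counts as scaling.
The median log2 fold change of the 5 genes was −0.80 (camera adjusted p = 3.52e-05, past the threshold with fry and not with an estimated correlation), ranging from −0.95 (without POP125× replicate 1) to −0.70 (without POP125× replicate 3), and all 5 passed when adjusted over the list alone. The mean log2 value of the 5 genes was 8.67 ± 0.25 (SD, n = 4) in POP125× and 9.53 ± 0.11 (SD, n = 3) in control samples, a difference of −0.86 (two-sided exact permutation test, p = 0.0571, the smallest p that 4 samples against 3 allow). For 58 other genes of the cell cycle it was 7.72 ± 0.15 (SD, n = 4) against 8.59 ± 0.12 (SD, n = 3), a difference of −0.87 with the same exact p. The fall of the condensin I genes thus differed from that of the other cell cycle genes by 0.0093 (two-sided exact permutation test, p = 0.971), against a spread between replicates of 0.11 (SD, n = 4). It was 0.22 with the median over the genes in place of the mean, a test that could not pass the threshold with 4 samples against 3. It was −0.17 with the sample set as a term, not past the threshold.

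**Figure D3:**
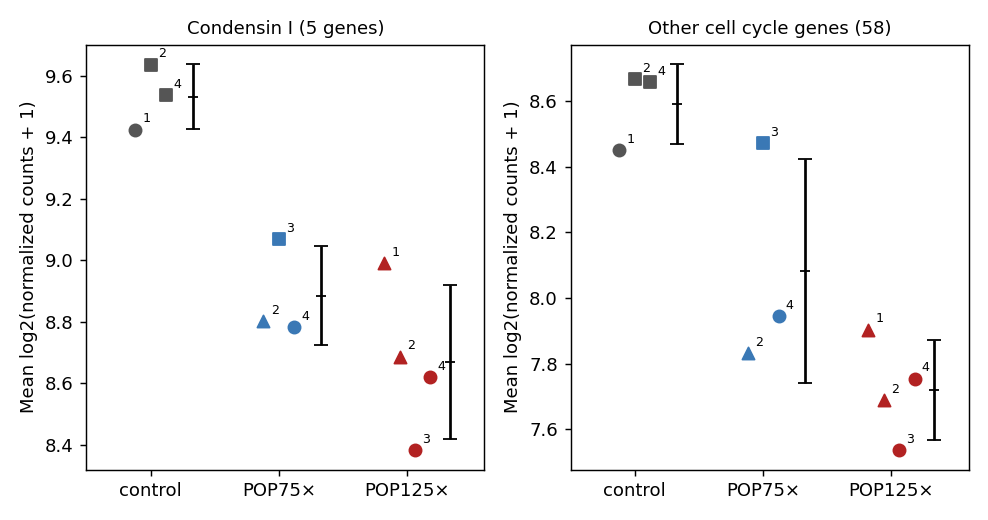
Mean log2 of normalized counts plus 1 over the 5 condensin I genes (left) and over 58 other cell cycle genes (right) in each sample. Numbers give the replicate, symbols the set (circle 1, square 2, triangle 3), and bars the mean and SD of each condition. In both panels the 4 POP125× samples lie below the 3 control samples.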

In the eye, the *cdk1* gene is connected to several members of the condensin I complex, including Smc2, Smc4, Ncapg, Ncaph, and Ncapd2 (Figure 11). This observation is reminiscent of the putative involvement of the *cap-g* gene in the eye defect that we observed. Interestingly, not only mutation of the *cap-g* gene, but also morpholino knockdown of the *capd2* and *caph* genes (coding for two other components of the condensing I complex), led to reduction of retinal cell number and smaller eyes similar to what we observed here [61].

Note that the description of the *cap-g* mutant also mentions a behavioral effect, presumably based on oculomotor and optokinetic tests mainly revealing visual impairment [61]; thus, we cannot rule out that the eye defect we observed may impact the larval behavior.

Previous studies involving RNA-Seq analysis of whole larvae exposed to the POP mixture in a similar setting, albeit at lower concentrations, revealed interesting results. 

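The *pparda* (ENSDARG00000044525) gene had 46.6 ± 6.95 normalized counts (SD, n = 3) in control samples and 97.7 ± 10.4 (SD, n = 4) in POP125× samples, a log2 fold change of 1.06 (standard error 0.19, adjusted p = 0.0215 from limma with Benjamini-Hochberg adjustment). This call was kept only without control replicate 1 or POP125× replicate 1 among the fits that left out one library, and was lost with total counts as scaling. The *ppargc1a* gene had a log2 fold change of 0.67 and was not past the threshold, but was with DESeq2. The *rxrab* (ENSDARG00000035127) gene had 41.8 ± 25.8 normalized counts (SD, n = 3) in control samples and 89.3 ± 32.4 (SD, n = 4) in POP125× samples, a log2 fold change of 1.15 (standard error 0.49, adjusted p = 0.209 from limma with Benjamini-Hochberg adjustment), with overlapping values, and its log2 fold change was −0.085 with the sample set as a term. Of 19 PPAR targets listed in advance, 13 had a positive log2 fold change, 2 were DEGs, 7 passed when adjusted over the list alone and the median was 0.18 (camera adjusted p = 0.00755), ranging from 0.047 (without POP125× replicate 3) to 0.32 (without POP125× replicate 1). In the fit with the sample set as a term, 10 were DEGs, all upregulated, and the median was 0.40, past the threshold of camera and of fry. The study names or lists 2 of these genes.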

The PPAR pathway was shown to be affected [37], similar to our observation that the nuclear receptor genes *pparda* and *ppargc1a* were upregulated (log(fold) 0.89 and 0.64, respectively) along with those for other nuclear receptors such as *rxrab*. Conversely, our data set did not reveal calcium ion transport or signaling to be significantly affect, nor the genes involved in ryanodine receptor signaling such as *ryr1a*, *ryr1b*, *ryr2*, *myl7, actc1*, or *tnnc1*.

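The symbols *ryr1a*, *ryr1b*, *ryr2b*, *myl7*, *actc1a*, *actc1b*, *tnnc1a* and *tnnc1b* stand for 9 gene identifiers tested. None was past the threshold or at an unadjusted p under 0.05, and the adjusted p of limma with Benjamini-Hochberg adjustment ran from 0.320 to 0.958. Without the *actc1a* identifier ENSDARG00000076126, whose change rests on one library, the log2 fold changes lay between −0.47 (*actc1b*) and 0.45 (*tnnc1a*). These were −0.79 and 0.75 without control replicate 1, and −0.30 and 0.17 without control replicate 2. Identifier ENSDARG00000076126 was listed at 0 in POP125× replicate 3, and its log2 fold change was −2.98 with that library and −0.98 without it. The *ryr1b* (ENSDARG00000023797) gene had 4303 ± 534 normalized counts (SD, n = 3) in control samples and 4710 ± 1062 (SD, n = 4) in POP125× samples. Past the threshold with the sample set as a term were 2 identifiers, *actc1a* ENSDARG00000042535 at 0.84 and *tnnc1b* at 0.60, and the signs of *ryr1a*, *ryr1b*, *ryr2b*, *tnnc1a*, *actc1b* and *actc1a* ENSDARG00000042535 were opposite to those without the term.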

Another concern with environmental pollution by POPs is their effect on sexual maturation of growing embryos. While we did not perform fertility experiments in our larval development tests, data concerning the effects of sexual hormones on 2–4 dpf larvae are readily available [85,86]. Among the genes most highly upregulated by estradiol (E2) [85], only *vtg1* was moderately and non-significantly downregulated (Table S5), other vitellogenin genes and the aromatase gene *cyp19a1b* were not affected.

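The *vtg1* (ENSDARG00000092233) gene had 13.6 ± 4.21 normalized counts (SD, n = 3) in control samples and 5.72 ± 5.12 (SD, n = 4) in POP125× samples, a log2 fold change of −1.38 (standard error 0.70, adjusted p = 0.281 from limma with Benjamini-Hochberg adjustment). The *vtg7* gene had a log2 fold change of −0.40 and *cyp19a1b* (ENSDARG00000098360) of −0.29, with 9.66 and 7.70 normalized counts on average in control and POP125× samples, neither past the threshold nor at an unadjusted p under 0.05. Without control replicate 1, the log2 fold change of *cyp19a1b* was 0.12, without POP125× replicate 2 that of *vtg7* was −0.027, and with the sample set as a term that of *vtg7* was 0.57. The *vtg2*, *vtg3*, *vtg4*, *vtg5* and *vtg6* genes had means of at most 2.29 normalized counts and were below the count minimum. A fall in them was thus not detectable at this depth. A rise to at least 10 normalized counts in at least 3 samples would have been tested, and none of them reached that. Of the 32 estrogen-regulated genes in Table S5, 18 were tested, 0 were DEGs, 8 had an unadjusted p under 0.05 and 8 passed when adjusted over the list alone. Their median log2 fold change was 0.073 (camera adjusted p = 0.723), ranging from 0.012 (without control replicate 2) to 0.10 (without POP125× replicate 2), with single genes from −2.37 to 3.03. When the sample set was a term, 4 were upregulated and 2 downregulated DEGs, and the median was 0.10, not past the threshold of camera.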

In contrast, some of the most regulated genes by 17-ß-testosterone [86] were also significantly affected upon POP125× treatment, such as *insig1*, *col10a1a*, *matn1*, *tmx3a*, *gnb3a*, or *gng13b*. 

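None of the 6 genes *insig1*, *col10a1a*, *matn1*, *tmx3a*, *gnb3a* and *gng13b* was past the threshold over all genes tested, and 5 had an unadjusted p under 0.05. The *insig1* (ENSDARG00000010658) gene, with the largest change, had 392 ± 62.1 normalized counts (SD, n = 3) in control samples and 894 ± 288 (SD, n = 4) in POP125× samples, a log2 fold change of 1.14 (standard error 0.37, adjusted p = 0.129 from limma with Benjamini-Hochberg adjustment). The *matn1* (ENSDARG00000030215) gene had 7790.2 ± 453 normalized counts (SD, n = 3) in control samples and 4938 ± 293 (SD, n = 4) in POP125× samples, a log2 fold change of −0.66 (standard error 0.20, adjusted p = 0.119 from limma with Benjamini-Hochberg adjustment). The others had log2 fold changes of −0.67 (*col10a1a*), −0.54 (*gng13b*), −0.51 (*gnb3a*) and −0.29 (*tmx3a*, −0.15 without POP125× replicate 3). DESeq2 called 2 of the genes with all samples and 5 with 2 groups, and the fit with the sample set as a term called *tmx3a* alone, at −0.50. Of the 44 androgen-regulated genes in Table S5, 43 identifiers were tested, 34 had a negative log2 fold change and 1 was a DEG, upregulated. When adjusted over the list alone, 1 passed. The median was −0.35 (camera adjusted p = 0.00136, not past the threshold with fry), ranging from −0.41 (without control replicate 1) to −0.26 (without POP125× replicate 2). When the sample set was a term, it was −0.068, with 25 negative and 18 positive identifiers, 4 upregulated and 2 downregulated DEGs, and not past the threshold of camera.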

Altogether, these results tend to argue for the presence of an androgen antagonistic activity in the POP mix, as was previously shown in cellular assays [13].

The effect on retina and eye development is particularly interesting. The observed defect phenocopies exactly that previously found in a *capg* mutant and in morphants for *capd2* and *caph* [61], all components of the condensin I complex specifically required for retina and eye formation. Microinjection of *p53* morpholino oligonucleotides at the one–two cell stage was able to rescue the *capg* phenotype [61], but also the eye defect in larvae exposed to POP125×. Whole larvae RNA-Seq revealed that neither the *p53* gene *tp53* expression was affected, nor did the term apoptosis appear in pathway analysis, further supporting the notion that decreasing condensin I action will specifically induce *p53*-dependent apoptosis in the developing retina.

## 4. Conclusions

This study sheds some new light on the effects of a realistic mixture of POPs on vertebrate physiology, with a focus on early developmental stages. Although informing on the effect on wildlife when present in the environment, our findings are also relevant for pregnant women relative to the health of the unborn child.

As discussed above, we believe that the concentrations tested here (POP75× and POP125×) represent realistic doses that may be reached in the environment, but also in human blood due to the stability and bioaccumulation characteristics of these compounds. Furthermore, we have been using a mixture, and sub-mixtures thereof, that represent the composition of that found in a Scandinavian population. Although not directly transposable to humans, our results obtained on zebrafish larvae allow us to identify potential risks to human fetuses and can inform about the molecular mechanisms that may be involved.

The effects that we observed, and discussed above, at non-lethal concentrations of the POP-mix are growth and developmental retardation as illustrated by the retarded inflation of the swim bladder, increased heart rate, increased metabolism, and mostly increased behavioral activity. Differential expression of genes upon exposure to POP125× was indeed consistent with an increase of metabolism (insulin signaling), but further revealed impacts on musculo-skeletal development and function, brain development, and several signaling pathways. Additional studies will be required in the future to investigate which component of the POP mix is responsible for any specific effect and through which molecular mechanism it acts.

The effects observed here are mainly due to the PFAA sub-mix; this single sub-mix, alone or in combination, caused effects close to those observed with the total POP mixture. This is of high relevance at the present time, as these substances (per- and polyfluoroalkyl acids) are intensely scrutinized as the most harmful chemical group for their deleterious effects on environment and human health. Initiatives and regulations have been introduced very recently by the European Chemicals Agency [87] and the US Environmental Protection Agency [88] to investigate the origins and effects of these compounds, aiming at reducing or banning their use. Furthermore, the spotlight of public opinion has been drawn to the topic by recent movies such as “Dark waters” [89] inspired by a story in the New York Times [90] and a recent report in The Guardian [91].

Contributions of the Cl and Br sub-mixes were observed, enhancing the effect of the PFAA mix for eye malformations, behavior, mitochondrial effect, and weakly for heart rate. One interesting exception was observed for the startle response during the light to dark transition, where the PFAA sub-mix alone caused a stronger increase compared to the POP mix, which was attenuated upon addition of either the Cl or Br sub-mix in the binary mixtures.

In conclusion, our study highlights the need to study environmental pollution, not only on single compounds, but rather to consider the more realistic situation of exposure to mixtures. One striking result from our studies is that, although some of the compounds within our mixtures are described as endocrine disrupting chemicals, we did not observe significant estrogenic effects. This illustrates the fact that individual compounds in the mix may antagonize the activities of other chemicals. Our results comparing specific sub-mixtures to the total mixture further support this conclusion, with sub-mixes either enhancing or suppressing the effects of another. Finally, we also reveal a novel defect caused by POP contamination on eye development, which we propose to result from inhibition of the condensin I complex.

## Figures and Tables

**Figure 1:**
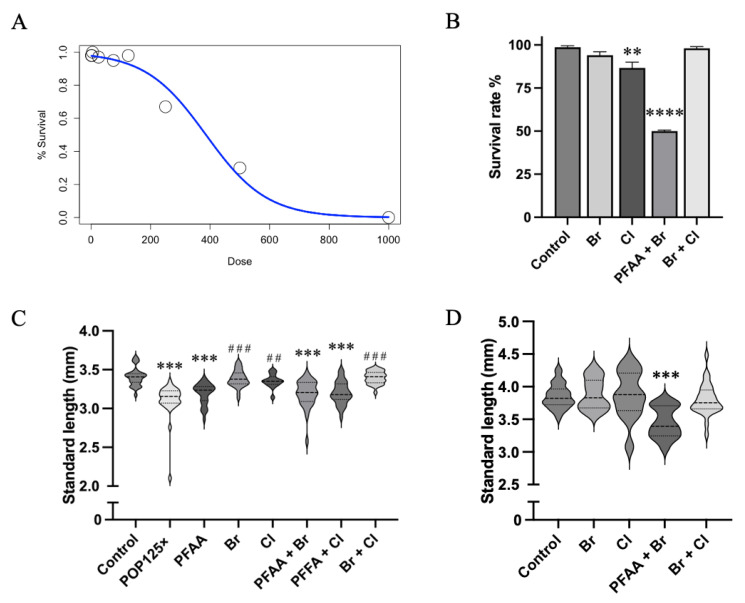
(**A**) Survival after 96 h of exposure to POP mixture. Survival decreases drastically at 386×. (**B**) Survival rate for POP mixtures and sub-mixtures at 10 dpf; ordinary one-way ANOVA and Dunnett’s multiple comparisons test. (**C**) Standard length of fish at 5 dpf. Data presented as median with higher and lower quartiles for each treatment. Asterisks (*) indicate when significant differences were found compared to control, hash sign (#) when differences were found relative to PFAA alone. (**D**) Fish measured at 10 dpf. Missing groups due to high mortality rates were not included. Kruskal–Wallis and Dunn’s multiple comparison tests, *p* ≤ 0.01 (**), *p* ≤ 0.001 (***), *p* ≤ 0.0001 (****). In short, PFAA < Total Mix < Cl = Br = Control.

**Figure 2:**
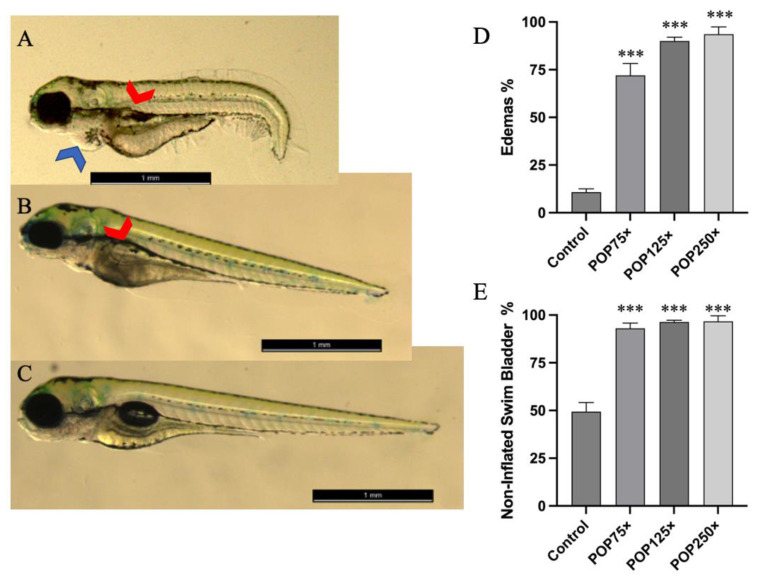
Examples of fish treated and untreated with the POP mix. Several malformations and size differences are striking. Pictures were cropped purposefully to enhance the differences found. (**A**) Fish treated with POP250x, red arrow pointing at the non-inflated swim bladder, blue arrow pointing at a pericardial edema. (**B**) Fish treated with POP125×. (**C**) Control, size bar = 1 mm. (**D**) Edema, as percentage of the population having this malformation. (**E**) Non-inflated swim bladder at 96 hpf, as percentage of population. Data presented as mean percentage of population having either malformation and standard deviation; ordinary one-way ANOVA and Tukey’s multiple comparison test, *n* = 100, *p* ≤ 0.001 (***).

**Figure 3:**
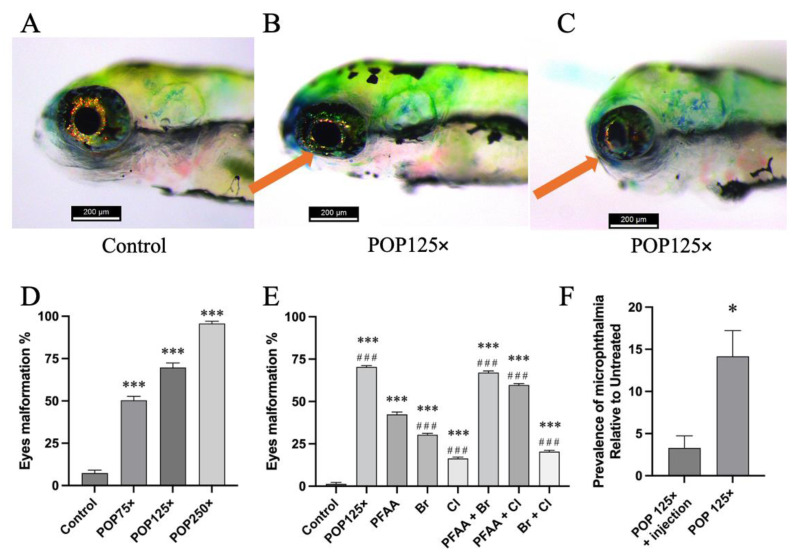
Example of eye malformation. (**A**) Untreated larva 4 dpf; (**B**) flattened eye with dents at both the upper and lower side of the eye and (**C**) eye hypoplasia of treated larvae with POP125×; (**D**) dose-based prevalence of eye malformation; (**E**) prevalence of eye malformation in larvae upon treatment with the different POP sub-mixtures. Data is presented as mean percentage of population having eye malformation and standard deviation; ordinary one-way ANOVA and Šidák’s multiple comparison test, *n* = 100, *p* ≤ 0.001 (***). Asterisks indicate when significant differences were found compared to control, hash sign (#) when differences were found compared to PFAA. (**F**) Prevalence of eye malformation present in fish exposed to POP125× relative to untreated individuals. Columns represent the effect of POP125 treatment in larvae previously injected with Mo^*p53*^ (POP125× + injection) or not (POP125×). A Fisher’s exact test revealed the difference with a significance of *p* = 0.055 (*).

**Figure 4:**
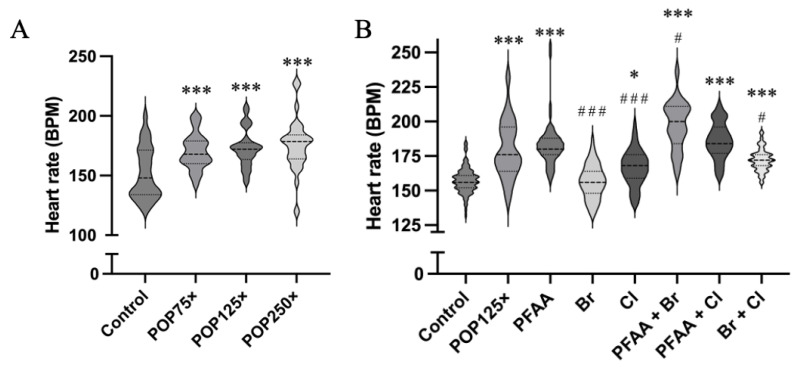
(**A**) Heart rate (BPM, beats per minute) of treated and untreated zebrafish using 3 different concentrations of the total POP mix. (**B**) Heart rate of all the fish exposed to the different treatments and measured at 4 dpf. Kruskal–Wallis test and Dunn’s multiple comparison, *n* = 30, *p* < 0.05 (*), *p* ≤ 0.001 (***). Asterisks indicate when significant differences were found compared to control, hash (#) sign when differences were found compared to PFAA.

**Figure 5:**
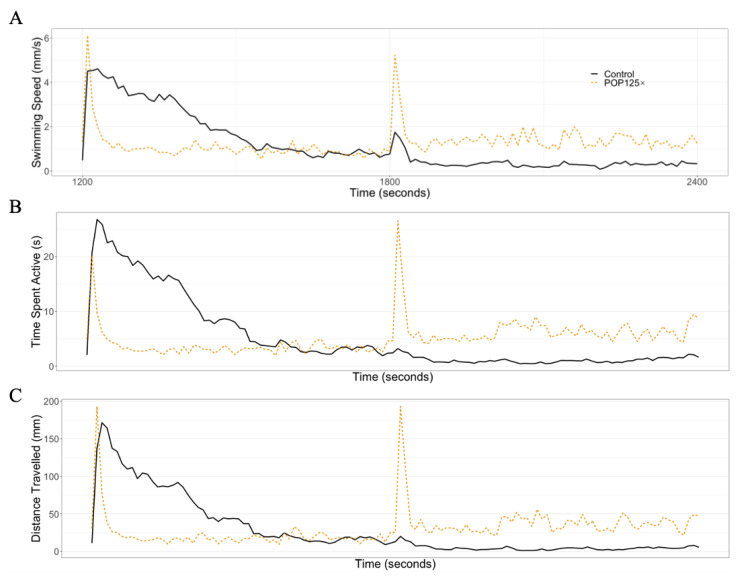
Actogram example of (**A**) swimming speed, (**B**) time spent active, and (**C**) distance travelled during 20 min of the tests, starting with 10 min dark phase followed by 10 min light. For comparison, control larvae are shown alongside POP125×-treated larvae. Two spikes can be appreciated when the fish entered a different phase.

**Figure 6:**
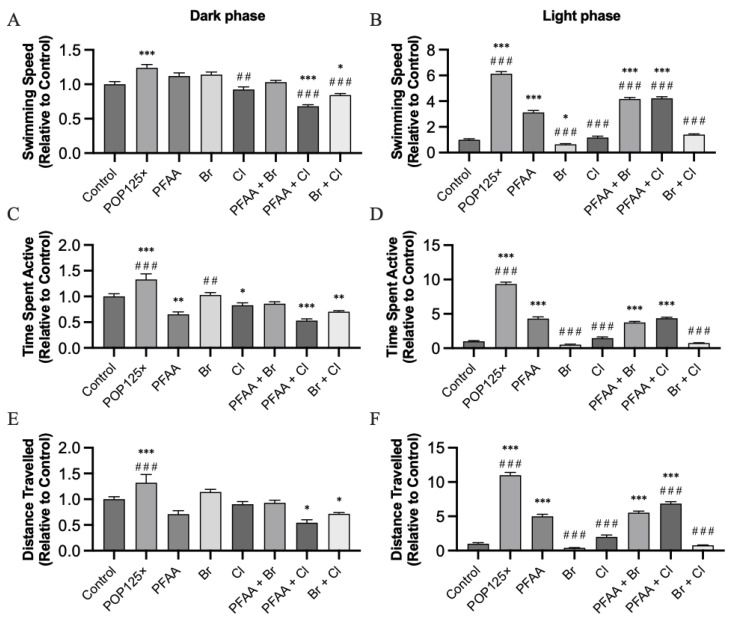
Behavior tests during the dark (**left**) and light (**right**) phases: swimming speed (**A**,**B**), time spent active (**C**,**D**), and distance travelled (**E**,**F**) for all treatments. All data were calculated excluding 50 s in the transition zone between light and dark phases, and the values were normalized relative to the corresponding controls for dark and light phases, *n* = 72, *p* < 0.05 (*), ≤ 0.01 (**), ≤ 0.001 (***). Asterisks (*) indicate when significant differences were found compared to control, hash (#) sign when differences were found against PFAA.

**Figure 7:**
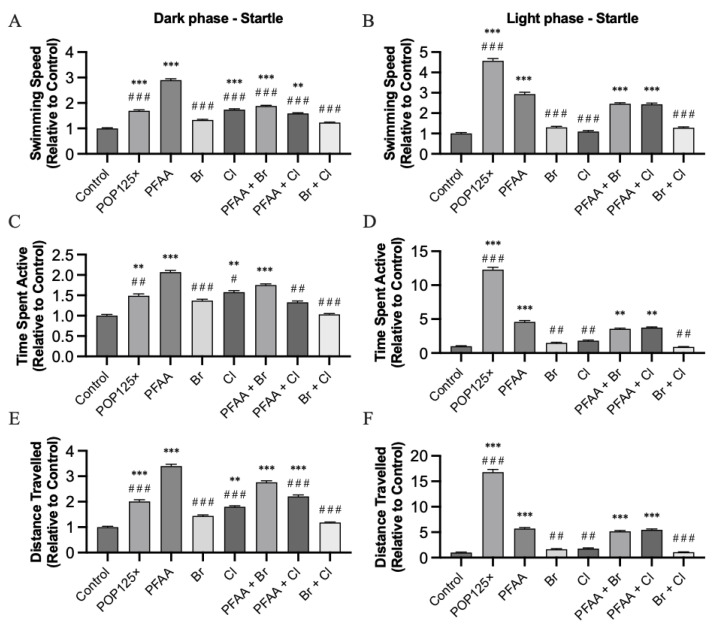
Swimming speed (**A**,**B**), time spent active (**C**,**D**), and distance traveled (**E**,**F**) for all treatments. Left column, parameters during the dark phase, right column, parameters during the light phase. All results were calculated using 50 s during the transition zone between light and dark phases, *n* = 72, *p* ≤ 0.01 (**), ≤0.001 (***). Asterisks (*) indicate when significant differences were found compared to control, hash sign (#) when differences were found against PFAA.

**Figure 8:**
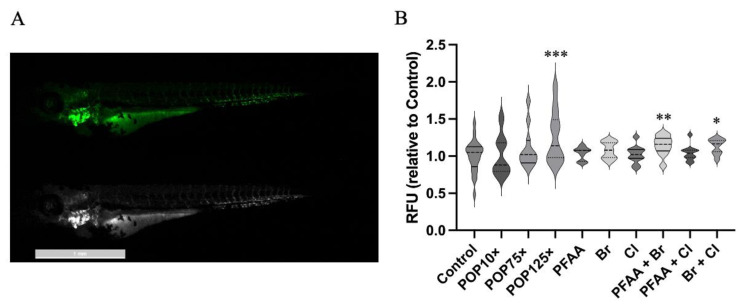
(**A**) Transgenic *Tg(kdrl-mls:GFP)* fish line treated with POP125×. (**B**) Plot with median values of the normalized fluorescence intensity of fish treated with different POP mixes at 96 hpf. There is a clear increasing trend. Kruskal–Wallis test and Dunn’s multiple comparison, *n* = 21, *p* < 0.05 (*), *p* < 0.01 (**), *p* < 0.001 (***).

**Figure 9:**
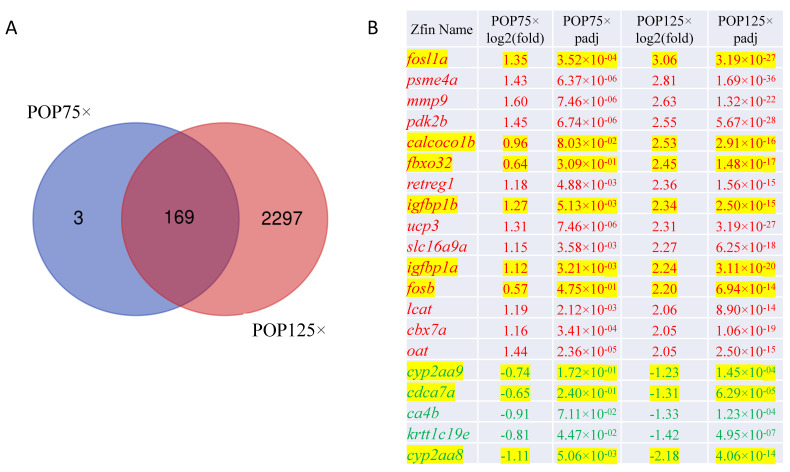
(**A**) Venn diagram comparing the lists of genes affected by POP1 or POP2 treatment. (**B**) Most highly and significantly regulated genes upon treatment with both POP total mix concentrations at 5 dpf. Log(fold change) and significance (adjusted *p*-value) are shown. Upregulated genes are in red, downregulated in green, while genes discussed in the text are highlighted in yellow.

**Figure 10:**
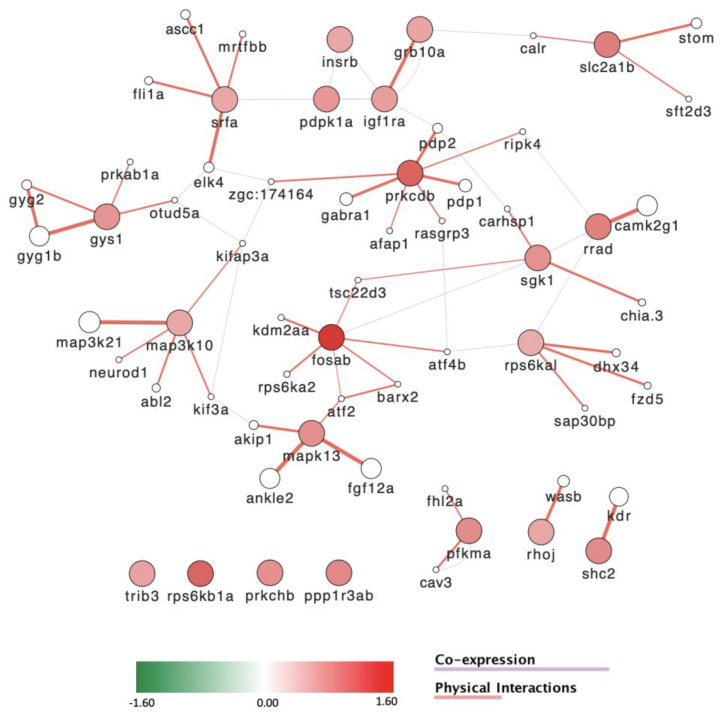
Differentially expressed genes involved in insulin signaling and response. These genes are all upregulated upon treatment with POP125× and distribute into specific co-expression and physically interacting modules.

**Figure 11:**
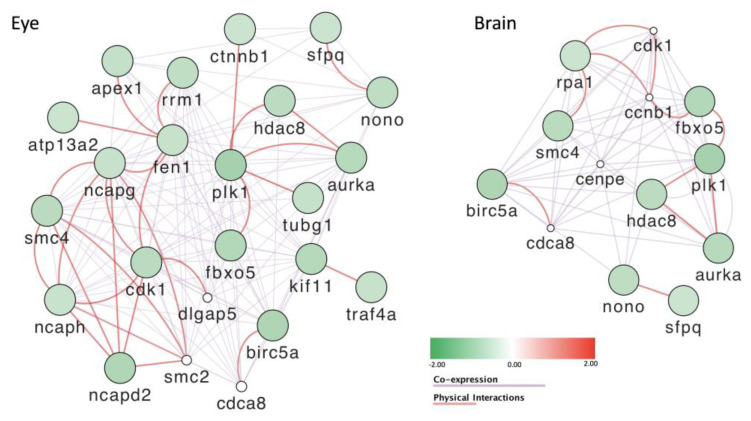
Differentially expressed genes that are involved in brain and eye development. These genes are all downregulated in zebrafish larvae treated with POP125× and form co-expression and physically interacting networks.

## Data Availability

Raw and processed sequencing data have been deposited in NCBI’s Gene Expression Omnibus [92] and are accessible through GEO Series accession number GSE208019 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE208019; accessed on 8 April 2023).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/2305-6304/11/4/357/s1. Figure S1: Network of genes affected by POP125× treatment and involved in eye (A) and brain (B) development. (C) Venn diagram comparing number of genes involved in brain and eye development. Table S1: List of compounds and concentrations in the POP mix and in the PFAA, Br, and CL sub-mixtures. Table S2: List of differentially expressed genes in zebrafish larvae exposed to POP75× and POP125×: gene Ids and names, log2(FoldChange), *p*-value, and adjusted *p*-value. Table S3: Gene ontology analysis of the genes affected by POP125× treatment. Enrichment analysis of up- or downregulated genes in Genotype–Phenotype database, GO-terms, KEGG, Reactome, and Wikipathways databases. Table S4: Gene ontology analysis of the genes affected by POP125× treatment: GSEA analysis using the Genotype–Phenotype database, GO-terms, KEGG, Reactome, and Wikipathways databases. Table S5: List of genes differentially expressed upon POP75× or POP125× treatment, and involved in brain, eye development, insulin signaling, oxido-reductive regulation, estrogen, or androgen regulation.

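Table S5 gives, for each of its lists, the log2 fold change and adjusted p of the authors' comparisons of POP75× and POP125× with control. The brain, eye, insulin and oxido-reductive lists hold genes that, but for 1 of the brain list, the authors' tables call at POP125×, and the estrogen and androgen lists come from earlier hormone treatments. In the fit described for the RNA-seq samples, none of the genes of the 6 lists was past the threshold at POP75×. The median log2 fold changes at that dose were −0.45 for the brain, −0.45 for the eye, 0.41 for the insulin, −0.49 for the oxido-reductive, −0.078 for the estrogen and −0.19 for the androgen list. An unadjusted p under 0.05 was found at POP75× for 16, 19, 3, 4, 4 and 2 identifiers of these lists. The estrogen median ranged from −0.17 (without control replicate 1) to 0.0077 (without POP75× replicate 4) and the androgen median from −0.30 (without POP75× replicate 3) to 0.029 (without POP75× replicate 2) with one library left out. When the sample set was a term, 6, 8, 3, 2, 1 and 4 identifiers were DEGs at POP75×, in the same order of lists. The medians at POP75× in that fit were −0.21, −0.19, 0.21, −0.053, −0.16 and 0.016, in that order.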

# Supplementary material for: A Realistic Mixture of Persistent Organic Pollutants Affects Zebrafish Development, Behavior, and Specifically Eye Formation by Inhibiting the Condensin I Complex
**Source:** Toxics. 2023 Apr 9;11(4):357. doi: 10.3390/toxics11040357
**Supplement:** Supplementary file 1

## Slide 1
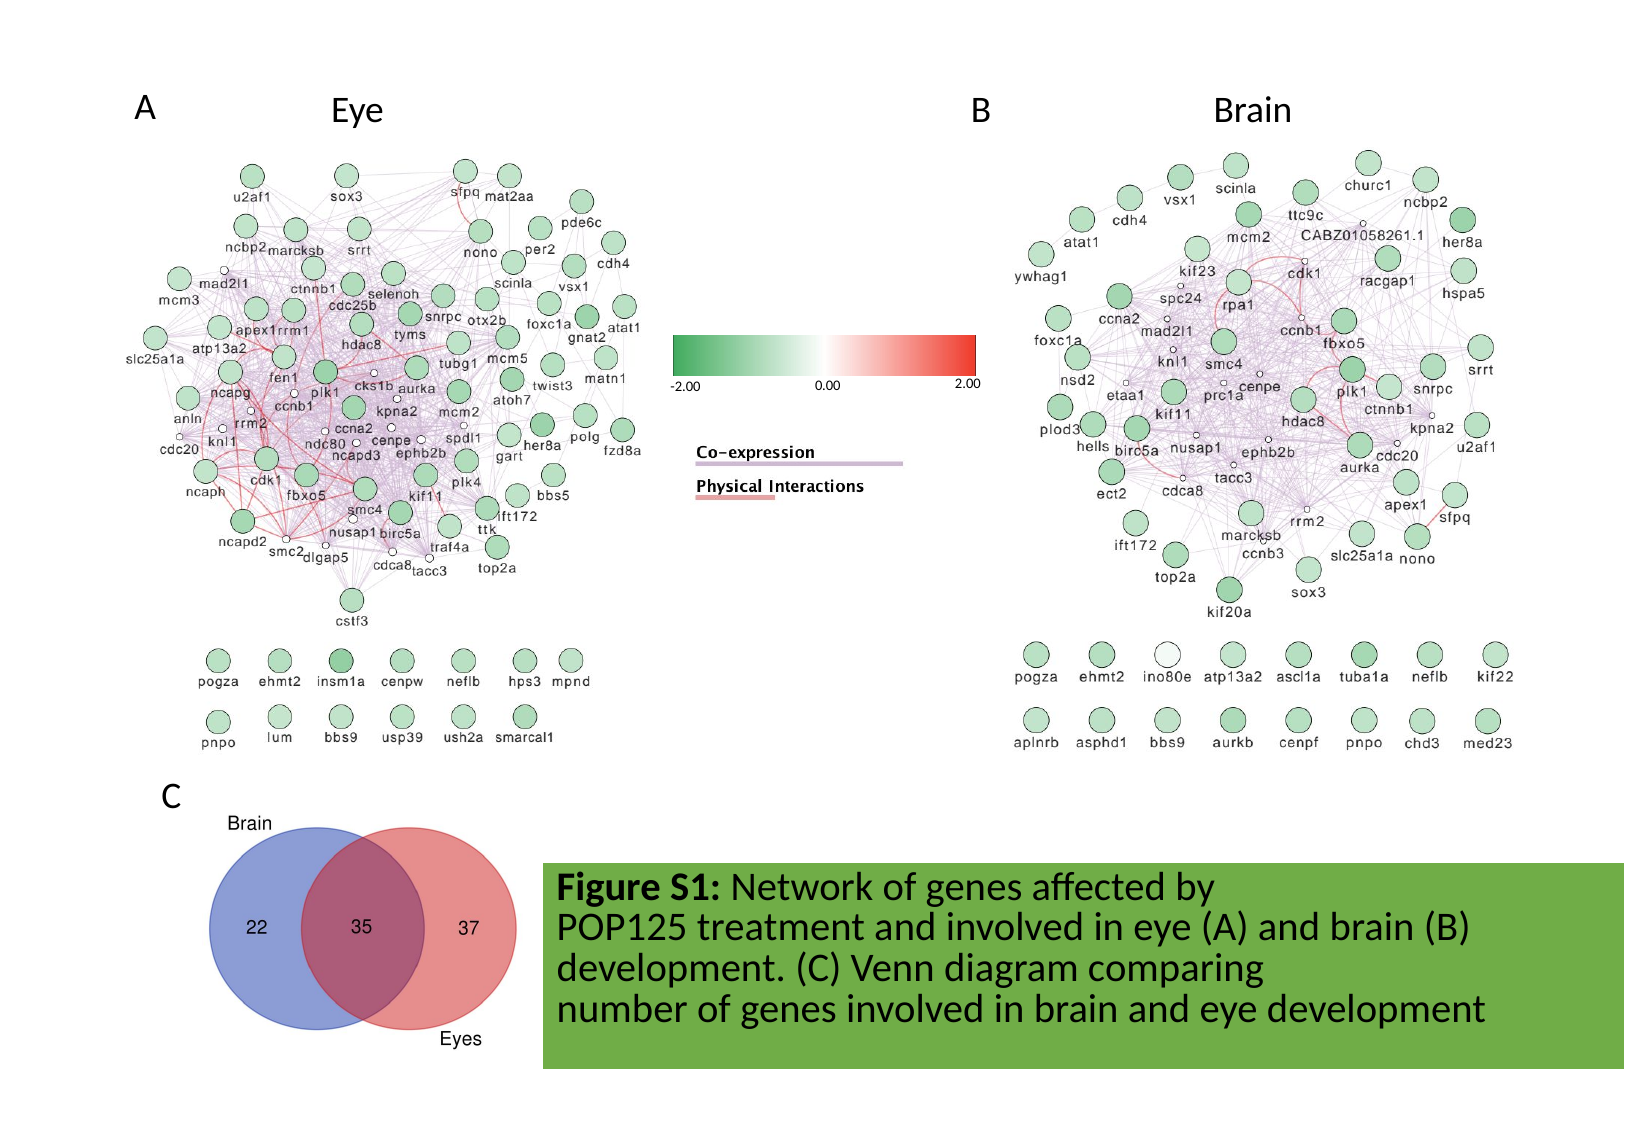

A
Eye
B
Brain
2.00
0.00
-2.00
C
| Figure S1: Network of genes affected by POP125 treatment and involved in eye (A) and brain (B) development. (C) Venn diagram comparing number of genes involved in brain and eye development |
| --- |

# Supplementary material for: A Realistic Mixture of Persistent Organic Pollutants Affects Zebrafish Development, Behavior, and Specifically Eye Formation by Inhibiting the Condensin I Complex
**Source:** Toxics. 2023 Apr 9;11(4):357. doi: 10.3390/toxics11040357
**Supplement:** Supplementary file 1

| Chemical                                | Measured concentration<br>of stock solution (µM) | Measured concentration of<br>stock solution (mg/ml) |
|-----------------------------------------|--------------------------------------------------|-----------------------------------------------------|
| <b>PFASs</b>                            |                                                  |                                                     |
| PFOA                                    | 4,209.4                                          | 1.743                                               |
| PFOS                                    | 41,522.1                                         | 22.348                                              |
| PFDA                                    | 375.4                                            | 0.193                                               |
| PFNA                                    | 1,092.5                                          | 0.507                                               |
| PFHxS                                   | 7,809.2                                          | 3.422                                               |
| PFUnDA                                  | 336.8                                            | 0.190                                               |
| <b>Br (Brominated flame retardants)</b> |                                                  |                                                     |
| BDE-47                                  | 17.8                                             | 0.009                                               |
| BDE-99                                  | 7.5                                              | 0.004                                               |
| BDE-100                                 | 3.8                                              | 0.002                                               |
| BDE-153                                 | 2.1                                              | 0.001                                               |
| BDE-154                                 | 3.0                                              | 0.002                                               |
| BDE-209                                 | 9.4                                              | 0.009                                               |
| HBCD                                    | 54.5                                             | 0.035                                               |
| <b>Cl mix</b>                           |                                                  |                                                     |
| <b>PCBs</b>                             |                                                  |                                                     |
| PCB 28                                  | 31.1                                             | 0.008                                               |
| PCB 52                                  | 20.5                                             | 0.006                                               |
| PCB 101                                 | 24.5                                             | 0.008                                               |
| PCB 118                                 | 137.9                                            | 0.045                                               |
| PCB 138                                 | 429.5                                            | 0.155                                               |
| PCB 153                                 | 698.3                                            | 0.252                                               |
| PCB 180                                 | 339.0                                            | 0.134                                               |
| <b>Other organochlorines</b>            |                                                  |                                                     |
| <i>p,p'</i> -DDE                        | 1,065.9                                          | 0.339                                               |
| HCB                                     | 228.2                                            | 0.065                                               |
| $\alpha$ -chlordane                     | 23.7                                             | 0.010                                               |
| Oxy-chlordane                           | 33.0                                             | 0.014                                               |
| <i>Trans</i> -nonachlor                 | 99.1                                             | 0.044                                               |
| $\alpha$ -HCH                           | 16.8                                             | 0.005                                               |
| $\beta$ -HCH                            | 75.6                                             | 0.022                                               |
| $\gamma$ -HCH                           | 16.8                                             | 0.005                                               |
| Dieldrin                                | 56.2                                             | 0.021                                               |

**Table S1.** List of compounds and concentrations in the POP mix and in the PFAA, Br, and CL sub-mixtures.

How the deposited data were processed for this re-analysis (not part of the article)

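RNA-seq of pools of whole zebrafish larvae at 5 dpf was used, from 3 control, 3 POP75× and 4 POP125× samples. No other experiment of the paper has values here, and the phenotype, behavior and mitochondria experiments were not analysed here. The authors deposited a table of 32520 genes with one value per sample, a normalized count: the signal of a gene is its count of reads divided by one size factor of the sample, without pooling of replicates. Tables of the authors' comparisons of each dose with control give normalized means, log2 fold changes with their log2 standard errors, the Wald statistic as a score, and p-values with and without adjustment. Those tables were used only for comparison. By the methods, single-end reads of stranded mRNA libraries were mapped and counted with an nf-core pipeline at default settings on GRCz11 and compared with DESeq2.

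The unit was checked on the values: 100% of them in each sample are whole multiples of the sample's smallest value, and the multiples were taken as counts of reads. Reads on genes were 15516807, 18489435 and 18964625 in control replicates 1, 2 and 4, 17081149, 20267255 and 15555582 in POP75× replicates 2, 3 and 4, and 15164842, 13659239, 17174663 and 18834380 in POP125× replicates 1, 2, 3 and 4. A gene below 10 normalized counts in all but 2 samples was not tested. A fall in such a gene is not detectable at this depth, nor is a rise that stays below this minimum. Some symbols stand for more than one identifier (820 symbols), and named genes with more than one identifier are given with the identifier. No genome coordinates are given, since the reference at hand was another assembly than the authors'.

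Genes with at least 10 normalized counts in at least 3 samples (21563) were fitted with limma 3.58.1 in R 4.3.3 on log2 values with a pseudocount of 1, all 10 samples in one fit with the condition as the only term and an intensity trend. DEGs are genes with a Benjamini-Hochberg adjusted p under 0.05. Further fits used edgeR 4.0.16 and DESeq2 1.42.0 on the recovered reads. Plots were drawn with matplotlib 3.10.9 in Python 3.11.15. Means and SDs are of normalized counts, standard errors are those of limma. Gene lists were tested with camera at an inter-gene correlation of 0.01, and again with the correlation estimated and with fry, with adjustment over 20 lists per contrast. They are condensin I, condensin II, cohesin, proliferation, p53 targets, photoreceptors, lens, skeletal muscle, glucocorticoid targets, circadian clock, aryl hydrocarbon receptor targets, PPAR targets, exocrine pancreas, liver, erythrocytes, myeloid cells, integrated stress response, immediate early genes and the estrogen and androgen lists of Table S5. For the other lists of Table S5 only counts and medians were computed. Condensin I was compared with the other cell cycle genes by the mean log2 value per sample and a two-sided exact permutation test. The overlap of the doses was set against 50 simulations in which neither treated group changed and both shared the controls. These simulations were not made for the sets of samples.

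Before the data were examined, the samples, the contrasts, the gene lists, the threshold, the rule for named genes and a list of alternatives were fixed: DESeq2 with all samples or with 2 groups, other scalings, other filters, 2 groups in the fit, a fold change over 1.5, the replicate block, leaving out each replicate in turn, shrunken fold changes, divided controls, and other tests of lists. The plan named edgeR with TMM scaling and its own filter for counts. Because the values are counts already divided by size factors, limma on the log2 values with the authors' size factors and a count minimum took that place, and TMM and total counts became the alternatives. This change was made once the unit was known. All other fits were added after seeing the data: edgeR on the recovered reads, pseudocounts of 0.5 and 5, limma without the trend, DESeq2 with the replicate number as a block, and the fits with the sample set as a term. The results of limma with and without the trend were both seen. The sets, their number and their use as a term were chosen after seeing the clustering. The gene lists were written from general knowledge, with some members already seen in the supplementary tables.

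Named genes are every gene that the text or Figure 9B names as changed or unchanged in the RNA-seq and, for each dose, the 5 DEGs with the largest change in each direction among those with a mean of at least 1 CPM whose treated samples all lie outside the range of the controls. Fold changes at POP75× were listed for *fbxo32*, *fosb*, *cdca7a* and *calcoco1b* alone, which the paper compares between the doses, and no DEG of POP75× qualified. One gene that the text names is not reported here. Of the 32 named DEGs of POP125×, 9 were past the threshold in every fit that left out one library. The rule by which lists outside those the paper discusses were taken up for a closer look, camera and fry both past the threshold, was fixed after their results were seen.

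The tests were tried on simulated data with the means, size factors and dispersions of these samples and 200 changed genes. Without sets of samples, limma called 120 of these genes and 7 unchanged ones, edgeR 120 and 9, and DESeq2 158 and 39. With simulated sets, limma without a term for them called 1 changed gene and 0 unchanged ones, and with the term 89 and 6. The dispersions were estimated without a term for the sets, so real differences between the sets were in them before simulated ones were added. These counts thus do not measure the effect of the sets in these samples. The term for the sets, taken from the same values, gave 92 and 7 with edgeR and 117 and 31 with DESeq2. In each simulation none of the called genes had the wrong direction.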

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

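All tests of explanations in this part were chosen after the results were seen. Single values far from the others of their group were looked for in the 4 POP125× samples, with 92 results tested, and 4 were found, about as many as the 1 in 20 that chance gives. The *insrb* gene had 1997 normalized counts in POP125× replicate 1 against 1503 to 1536 in the others, *hdac8* ENSDARG00000105159 had 718 in POP125× replicate 3 against 679 to 684, *actc1a* ENSDARG00000076126 had 0 in POP125× replicate 3 against 201 to 296, and ENSDARG00000069381 had 129 in POP125× replicate 3 against 37.8 to 46.3. Without that sample, the log2 fold change was 0.50 for *insrb*, 0.18 for *hdac8*, −0.98 for *actc1a* and 4.41 for ENSDARG00000069381, which depends on the pseudocount because its control samples hold at most 3 reads. The adjusted p of ENSDARG00000069381 in limma then rose from 0.0199 to 0.0661. No explanation of these single values was tested.

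A change was found in genes of condensin II, which the paper does not discuss. Of 3 genes tested in the list of condensin II, 0 had a positive and 3 a negative log2 fold change at POP125×, with a median of −0.81 (camera adjusted p = 0.00689 and fry adjusted p = 0.0131, both of limma with Benjamini-Hochberg adjustment, and 0.205 for camera with an estimated correlation). The list has 3 symbols, of which 0 are in another list and the study names or lists 0. DEGs over all genes tested were 1, 2 passed when adjusted over the list alone and 2 had an unadjusted p under 0.05. With each library left out in turn, the median ranged from −0.98 (without POP125× replicate 1) to −0.63 (without POP125× replicate 3). A median as large was given by 2 of the 35 splits of the 7 samples. The median was −0.76 with the sample set as a term, past the threshold of camera and not of fry. With an estimated correlation, camera did not pass in that fit either (adjusted p = 0.353). The tests thus do not settle whether the sets are the whole cause. Another split reached the median, so chance in the division of the samples stays open, as does a general fall of cell cycle genes like that of the proliferation list, which was not tested for this list.

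The paper does not discuss the cohesin genes. Of 7 genes tested in the list of cohesin, 1 had a positive and 6 a negative log2 fold change at POP125×, with a median of −0.33 (camera adjusted p = 0.00755 and fry adjusted p = 8.85e-04, both of limma with Benjamini-Hochberg adjustment, and 0.105 for camera with an estimated correlation). The list has 7 symbols, of which 0 are in another list and the study names or lists 0. DEGs over all genes tested were 0, 4 passed when adjusted over the list alone and 4 had an unadjusted p under 0.05. With each library left out in turn, the median ranged from −0.43 (without POP125× replicate 1) to −0.30 (without POP125× replicate 3). A median as large was given by 4 of the 35 splits of the 7 samples. The median was −0.38 with the sample set as a term, past the threshold of camera and of fry, and at the preset correlation this argues against the sets as the whole cause. Camera with an estimated correlation did not pass in that fit (adjusted p = 0.353). Since other splits gave as large a median, chance in the division of the samples stays open, and a fall shared with other cell cycle genes was not tested for this list.

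Targets of p53 are not discussed as a group. Of 12 genes tested in the list of p53 targets, 9 had a positive and 3 a negative log2 fold change at POP125×, with a median of 0.36 (camera adjusted p = 0.0129 and fry adjusted p = 0.00845, both of limma with Benjamini-Hochberg adjustment, and 0.147 for camera with an estimated correlation). The list has 13 symbols, of which 0 are in another list and the study names or lists 2. DEGs over all genes tested were 0, 2 passed when adjusted over the list alone and 3 had an unadjusted p under 0.05. With each library left out in turn, the median ranged from 0.29 (without POP125× replicate 2) to 0.39 (without control replicate 4). A median as large was given by 1 of the 35 splits of the 7 samples. The median was 0.11 with the sample set as a term, past the threshold of fry and not of camera, so that a change with exposure cannot be told apart from a difference between the sets. No other split gave as large a median. The list was taken up because it passed 2 tests on these same groups, so this cannot exclude chance in the division of the samples.

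Targets of glucocorticoids are not discussed as a group. Of 10 genes tested in the list of glucocorticoid targets, 9 had a positive and 1 a negative log2 fold change at POP125×, with a median of 0.90 (camera adjusted p = 3.65e-04 and fry adjusted p = 0.00726, both of limma with Benjamini-Hochberg adjustment, and 0.119 for camera with an estimated correlation). The list has 10 symbols, of which 1 is in another list and the study names or lists 2. DEGs over all genes tested were 2, 7 passed when adjusted over the list alone and 7 had an unadjusted p under 0.05. With each library left out in turn, the median ranged from 0.68 (without control replicate 1) to 0.98 (without POP125× replicate 1). A median as large was given by 1 of the 35 splits of the 7 samples. The median was 0.63 with the sample set as a term, past the threshold of camera and of fry. With an estimated correlation, camera did not pass in that fit (adjusted p = 0.353). Only at the preset correlation are the sets as the whole cause thus argued against. No other split gave as large a median. Since the list was chosen for passing 2 tests on these groups, this cannot exclude chance in the division of the samples. Exposure, stress of the larvae at collection and different parents stay open, as untested.

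Genes of the integrated stress response are not discussed as a group. Of 11 genes tested in the list of integrated stress response, 9 had a positive and 2 a negative log2 fold change at POP125×, with a median of 0.73 (camera adjusted p = 0.00136 and fry adjusted p = 0.00360, both of limma with Benjamini-Hochberg adjustment, and 0.105 for camera with an estimated correlation). The list has 11 symbols, of which 1 is in another list and the study names or lists 1. DEGs over all genes tested were 3, 5 passed when adjusted over the list alone and 7 had an unadjusted p under 0.05. With each library left out in turn, the median ranged from 0.70 (without POP125× replicate 4) to 0.83 (without POP125× replicate 1). A median as large was given by 1 of the 35 splits of the 7 samples. The median was 0.31 with the sample set as a term, past the threshold of camera and of fry. Camera with an estimated correlation did not pass in that fit (adjusted p = 0.365). Only at the preset correlation are the sets as the whole cause thus argued against. No other split gave as large a median, but a list chosen for passing on these groups cannot exclude chance in their division. Exposure, handling and different parents stay open, as untested.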

How the results depend on the processing

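The numbers of DEGs of POP125× and of POP75× against control, of POP125× against POP75× and of both doses were 366, 0, 0 and 0 in that order. They stayed within 1.5 times these values with TMM scaling, with at least 10 reads in every sample, with a fold change over 1.5, with edgeR and with pseudocounts of 0.5 and 5, where the number at POP125× was 365, 346, 365, 285, 366 and 371. Without a filter it was 294 and without the trend 272, and 1 gene differed between the doses in each. With total counts as scaling it was 188. DESeq2 gave 1570, 101, 22 and 97 with all samples and 2883, 42, 9 and 42 with 2 groups. With 2 groups in the limma fit, 1534 genes passed at POP125×. In the fits that each left out one replicate, the 4 numbers ran from 38 to 473, from 0 to 5, from 0 to 2 and from 0 to 5. At POP125× the lowest were without control replicate 4 (38) and without control replicate 2 or POP125× replicate 3 (40), and fewer samples are part of that change. The fit that reached 5 was without POP75× replicate 3, and the one that reached 2 without POP125× replicate 1. For the other changes the cause was not tested.

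With the sample set as a term, added after seeing the data, the 4 numbers were 2707, 1008, 61 and 839 with limma, 2454, 1255, 236 and 996 with DESeq2 and 2799, 1006, 68 and 848 with edgeR. With the replicate number as a block (replicate block), they were 1164, 0, 0 and 0 with limma and, in a fit added after seeing the data, 2479, 172, 68 and 169 with DESeq2. The residuals of same-numbered samples of different conditions had correlations across genes from −0.414 to 0.486 in 8 pairs. These do not show that the numbers pair the samples. They cannot rule a pairing out, since differences between the sets also enter the residuals.

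The correlation of the fold changes of the 2 doses was 0.786. It moved with the controls divided between the doses, to 0.225, 0.453, 0.461, 0.510, 0.586 and −0.0126, where fewer samples and the loss of shared controls are part of the alternative, and it was negative in the last. It ran from 0.459 (without POP75× replicate 2) to 0.865 (without control replicate 1) with one replicate left out, and 0.646 without POP75× replicate 4, and stayed within the spread of replicates under the other alternatives, 0.772 with the sample set as a term. The difference between condensin I and other cell cycle genes at POP125× was 0.0093. It ran from −0.037 (without POP125× replicate 1) to 0.044 (without POP125× replicate 3) with one replicate left out, was −0.021 without control replicate 4, was 0.22 with the median over the genes in place of the mean (exact permutation test, p = 0.171), and was −0.17 with the sample set as a term (exact permutation test within sets, p = 0.185). The signs of the last 2 values were opposite. With 4 samples against 3, the exact permutation test of the 0.22 allows no p under 0.0571, so it could not pass the threshold. The −0.17 was not past the threshold. At POP75× the difference was −0.14, and −0.24 with the sample set as a term (exact permutation test within sets, 108 arrangements, p = 0.0185). The cause was not tested.

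Among the gene lists, the median log2 fold change changed its sign with the sample set as a term, to −1.28 for lens, 0.40 for skeletal muscle, 0.71 for exocrine pancreas and 0.24 for erythrocytes at POP125× and 0.016 for photoreceptors, −0.66 for lens, 0.031 for circadian clock, 0.55 for exocrine pancreas, 0.15 for erythrocytes and 0.016 for androgen (Table S5) at POP75×. With the replicate block it was −0.016 for liver at POP125× and −0.054 for skeletal muscle and −0.057 for liver at POP75×, with total counts as scaling 0.010 for circadian clock, and without a filter −0.067 for estrogen (Table S5), both at POP125×. In the fits that each left out one replicate, medians that changed sign ran from −0.10 to 0.28 for liver at POP125× and from −0.13 to 1.71 for lens, from −0.12 to 0.28 for skeletal muscle, from −0.17 to 0.039 for circadian clock, from −1.08 to 0.21 for exocrine pancreas, from −0.0095 to 0.30 for liver, from −0.17 to 0.0077 for estrogen (Table S5) and from −0.30 to 0.029 for androgen (Table S5) at POP75×. The cause was not tested. Of the other list results, 401 kept their direction and their side of the threshold under the alternatives fixed first, 61 were weaker and 20 stronger, and with the sample set as a term 21, 6 and 3.

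Among the named genes, the log2 fold change at POP125× changed its sign with the sample set as a term in limma to −0.079 for *srfa*, −0.13 for *map3k21*, 0.16 for *adh5*, 0.13 for *aldh16a1*, 0.29 for *cyp2r1*, 0.31 for *cyp51*, −0.085 for *rxrab*, −0.075 for *ryr1a*, −0.45 for *ryr1b*, −0.18 for *ryr2b*, 0.84 for *actc1a* ENSDARG00000042535, 0.55 for *actc1b*, −0.14 for *tnnc1a*, 0.57 for *vtg7* and −0.051 for *kdrl*. With DESeq2 and that term it was −0.063 for *srfa*, −0.11 for *map3k21*, 0.16 for *adh5*, 0.12 for *aldh16a1*, 0.30 for *cyp2r1*, 0.31 for *cyp51*, −0.071 for *rxrab*, −0.071 for *ryr1a*, −0.45 for *ryr1b*, −0.15 for *ryr2b*, 0.83 for *actc1a* ENSDARG00000042535, 0.55 for *actc1b*, −0.16 for *tnnc1a*, 0.58 for *vtg7* and −0.046 for *kdrl*, and with edgeR and that term −0.057 for *srfa*, −0.11 for *map3k21*, 0.17 for *adh5*, 0.12 for *aldh16a1*, 0.30 for *cyp2r1*, 0.30 for *cyp51*, −0.069 for *rxrab*, −0.074 for *ryr1a*, −0.45 for *ryr1b*, −0.14 for *ryr2b*, 0.83 for *actc1a* ENSDARG00000042535, 0.55 for *actc1b*, −0.16 for *tnnc1a*, 0.57 for *vtg7* and −0.049 for *kdrl*. With the replicate block it was −0.073 for *myl7* and −0.10 for *tnnc1b* in limma, −0.063 for *myl7* and −0.10 for *tnnc1b* in DESeq2 and −0.041 for *myl7* and −0.067 for *tnnc1b* with shrunken fold changes. With one replicate left out, fold changes that changed sign ran from −0.020 to 0.14 for *ryr1a*, from −0.027 to 0.21 for *ryr1b*, from −0.073 to 0.093 for *myl7*, from −0.42 to 0.038 for *actc1a* ENSDARG00000042535, from −0.074 to 0.19 for *tnnc1b*, from −0.58 to 0.12 for *cyp19a1b* and from −0.012 to 0.15 for *atp2a2b*. The cause was not tested. Of the other values of named genes, 1346 kept their direction and their side of the threshold under the alternatives fixed first, 129 were weaker and 132 stronger, and under the added ones 685, 10 and 120.

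Depth limits the genes below the count minimum, such as *vtg2*, *vtg3*, *vtg4*, *vtg5* and *vtg6*. In simulated data with these numbers of samples, limma called 120 of 200 changed genes without sets. It called 1 with sets and no term for them. In that simulation, differences between the sets thus lowered the number of genes called in a fit without the term. The simulated sets came on top of dispersions that already hold the real ones, so the size of this effect in these samples is not known.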

Differences from the paper's values

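The paper's number of DEGs at POP75× is 172, against 0 here, and the paper's number shared by both doses is 169, against 0. None of the alternatives set before the data were examined closed these gaps, the nearest being DESeq2 with all samples at 101 and 97. At POP125× the paper gives 2466 DEGs, against 366, with 1531 upregulated, against 291, and 935 downregulated, against 75, and a further 2297 DEGs at POP125× beside those of both doses, against 366. With DESeq2 on 2 groups, set before the data were examined, the 4 values were 2883, 1664, 1219 and 2841, within 1.5 times the paper's, and with 2 groups in the limma fit the last was 1534. The other alternatives set before the data were examined did not close them. DESeq2 with the replicate number as a block, chosen after seeing the values, gave 2479 identifiers at POP125× and 172 at POP75×, 169 in both, and the same genes as the authors' tables (2479 and 172 shared). The 2479 identifiers have 2466 symbols. The fits with the sample set as a term, also chosen after seeing the values, gave 2707 (limma), 2454 (DESeq2) and 2799 (edgeR) at POP125×, but mostly different genes in limma: of 2477 genes called in the authors' table and tested here, 724 were called and 2047 had the same sign.

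The paper's log2 fold change of *fbxo32* is 0.64 at POP75×, against 0.96 here, and 2.45 at POP125×, against 2.98. For *cyp2aa3* the paper's value at POP125× is −1.20, against −1.75, and for *vtg1* −0.48, against −1.38. With the shrunken fold changes of DESeq2, set before the data were examined, the values were 0.63, 2.29, −1.03 and −0.41, all within the replicate SD of the paper's. For *fbxo32* at POP75× the gap was also closed with DESeq2 (all samples or 2 groups), total counts, the replicate block and without control replicate 4 or POP75× replicate 2, and at POP125× without control replicate 4 or POP125× replicate 2 or 4. For *cyp2aa3* it was closed without control replicate 1 or POP125× replicate 1 or 2, and for *vtg1* with DESeq2 (all samples or 2 groups), total counts and without control replicate 1 or POP125× replicate 2. The other alternatives set before the data were examined left each gap open. Shrunken fold changes of DESeq2 with the replicate block, chosen after seeing the values, equal the paper's for each of the 4.

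The paper calls *cdca7a* affected at POP125×, which was not past the threshold here (adjusted p of 0.0614 in limma). It was with DESeq2 with all samples or 2 groups, total counts, the replicate block, 2 groups in limma, without control replicate 1, and the fits with the sample set as a term or DESeq2 with the replicate block, the last of which were chosen after seeing the values. The paper places *cyp2aa9* among the most downregulated genes, and it was not past the threshold here, but was in limma and edgeR with the sample set as a term and in DESeq2 with the replicate block, all chosen after seeing the values. The paper states that all insulin signaling genes of Table S5 are significantly upregulated, and 2 of 21 were DEGs here. Of the 8 insulin genes named in the text beside *gys1*, 0 were DEGs here, 3 with DESeq2 and all samples, 7 with DESeq2 and 2 groups (all but *map3k21*) and 4 with limma and 2 groups. Beside *mapk13*, *prkcdb* and *sgk1*, which the replicate block in limma called, DESeq2 with that block also called *insrb*, *slc2a1b*, *srfa* and *map3k10*. The authors' own adjusted p of *map3k21* (DESeq2) is 0.325, not past the threshold. The gene *sgk1* was also called with the sample set as a term. Of the 9 oxidoreductase genes named, 0 were DEGs here, 2 with DESeq2 and all samples (*cyp2aa3* and *cyp4v8*), 7 with 2 groups (all but *cyp2r1* and *cyp51*), 5 with limma and 2 groups, and all with DESeq2 and the replicate block. The replicate block in limma called *cyb5r3*, *cyp2aa3*, *cyp2r1* and *cyp4v8*, and the fits with the sample set as a term *cyp2aa3*.

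The paper states that the brain and eye genes are all downregulated. Here 8 of 59 and 11 of 73 identifiers were DEGs, and one identifier of *hdac8* was higher by 0.20. Of the genes named there, *aurka*, *fbxo5*, *cdk1*, *ccnb1*, *rpa1*, *smc4*, *smc2*, *ncaph*, *birc5a* and *nono* were not past the threshold here and were with DESeq2 with all samples or 2 groups, with limma and 2 groups, and with DESeq2 and the replicate block. The replicate block in limma called *aurka*, *cdk1*, *ccnb1*, *birc5a*, *nono* and *smc2* of them. With the sample set as a term, *rpa1*, *nono*, *smc2*, *smc4* and *ncaph* were called in limma, *cdk1*, *ccnb1*, *nono*, *smc2*, *smc4* and *ncaph* in DESeq2, and all of these in edgeR, where *cdca8* was too. Without control replicate 1 *rpa1* and without POP125× replicate 1 *ncaph* were past the threshold, and with total counts *ccnb1*. The genes *sfpq*, *cdca8* and *hdac8* ENSDARG00000003021 were called with DESeq2 and 2 groups, and *sfpq* and that identifier of *hdac8* also with DESeq2 and the replicate block. For *cdca8* the authors' own adjusted p (DESeq2) is 0.118, not past the threshold. In Figure 9B the paper labels *ca4b* and *krtt1c19e*, which were not past the threshold here and were with DESeq2 (all samples or 2 groups), limma with 2 groups and both fits with the replicate block, *krtt1c19e* also with DESeq2 and *ca4b* with edgeR when the sample set was a term.

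The paper counts *ppargc1a* and *rxrab* among the upregulated genes, with 0.67 and 1.15 here, not past the threshold. DESeq2 (all samples or 2 groups), limma with 2 groups and DESeq2 with the replicate block called *ppargc1a*, and the last called *rxrab*. The paper states that *insig1*, *col10a1a*, *matn1*, *tmx3a*, *gnb3a* and *gng13b* were significantly affected, and none was past the threshold here. The authors' own adjusted p of *gng13b* (DESeq2) is 0.0558, also not past it. With DESeq2 and all samples *insig1* and *matn1* were, with DESeq2 and 2 groups all but *tmx3a*, with limma and 2 groups *insig1*, *col10a1a*, *matn1* and *gng13b*, with the replicate block in limma *insig1*, with DESeq2 and the replicate block *insig1*, *col10a1a*, *matn1* and *gnb3a*, and with the sample set as a term in limma and edgeR *tmx3a*. The paper states that genes changed more strongly at POP125× than at POP75×. In the direct comparison 0 genes passed here, with 1051 at an unadjusted p under 0.05. The counts were 22 with DESeq2 and all samples, 9 with 2 groups, 68 with DESeq2 and the replicate block and 61, 236 and 68 with the sample set as a term in limma, DESeq2 and edgeR. The paper states that the ryanodine receptor genes and the genes *actc1* and *tnnc1* were not affected. None was past the threshold here, and with the sample set as a term in limma *tnnc1b* (0.60) and *actc1a* ENSDARG00000042535 (0.84) were, as they were in DESeq2 and edgeR, and in DESeq2 *ryr1b* and *actc1b* too.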

Other observations

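Tests of splits of the samples and of causes of the sets were chosen in this part after the results they concern were seen. So were the fits with the sample set as a term. The gene lists, their tests and leaving out each replicate were fixed before the data were examined. So was the comparison of condensin I with other cell cycle genes. As many DEGs of POP125× against control as with the real groups were given by 1 of the 35 splits of the 7 samples, the real one, and the largest other split gave 2. For POP75× against control, 2 of 10 splits gave as many genes at an unadjusted p under 0.05, a design in which the share cannot fall under 0.1. One split that follows the sets, control replicate 1 with POP75× replicates 2 and 4 against the others, gave 7034 DEGs, and the real one 0. For POP125× against POP75×, 8 of 35 splits gave as many, and the split of the samples of set 3 from the rest gave 1515 DEGs against 0, so that chance in the division of the samples stays open there. With the sample set as a term and labels exchanged within the sets, 1 of 100 arrangements gave as many DEGs as the real one at POP125× and 4 of 100 splits at POP75×, with 2319 and 2206 in the largest other. In both, the largest other arrangement kept the real control samples and exchanged only samples of the 2 doses.

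The 10 samples formed 3 sets that cross the conditions. Replicate number as the cause is argued against, since 2 of 8 same-numbered pairs lie in one set. Sequencing depth and a few genes taking most of the counts are argued against too: 10 of 10 samples kept their set when the reads of every sample were drawn down to the lowest total, and 10 of 10 when the 100 genes with the most counts, 30.3% of all, were left out. Exposure to the mixture as the only cause is argued against, since 3 of 12 pairs of one condition lie in one set. Exposure to the mixture as part of the cause stays open: 3 of 9 pairs of one condition in different sets reached the lowest correlation of pairs of different conditions in one set (0.924 to 0.966 against 0.962 to 0.984, across genes), and set 3 holds no control and set 2 no POP125× sample. The pair correlations were looked at first, then the median share of variance between conditions (26.0%) and between sets (62.6%), then the pairs of one condition in one set.

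Different parents of the pools stay open. Genes absent from one set and present in the others were sought first, with at most 3 reads in every sample of one part and at least 100 normalized counts in every sample of the other, and 1 was found by set, and up to 1 in 100 other divisions. A further criterion, set after that result, was a mean of at least 100 normalized counts and a factor of 4 between the lowest value of one part and the highest of the other. By it 15 genes separated the sets, 0 the conditions, and up to 14 genes separated the parts of another division. All of the 15 but *lgsn* separated set 3, which holds no control sample, from the rest. Other divisions could keep set 3 whole, so their largest number is no chance level for either criterion, and the numbers decide nothing. The 15 genes include *rorcb*, *cry5*, *nr1d1*, *nr1d4b* and *nfil3-5*, named after their values were seen. A candidate explanation is the time of day at collection. Of 28 circadian clock genes listed in advance, a median of 94.3% of the variance lay between the sets, against 68.6% for random lists of the same size and expression, and 100% of 1000 random lists had no larger share. The same sets were also found from 45.9% of the random lists and from 3 of the 18 lists written in advance, so that the difference between the sets is not confined to the clock. The paper's text gives no time of collection, and parents, age and collection were not tested against records.

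A general fall of cell cycle transcripts may account for the lower condensin I transcripts at POP125×, since the difference between their change and that of the proliferation list was 0.0093 (exact permutation test, p = 0.971). That difference was 0.22 with the median over the genes and −0.17 with the sample set as a term, so that a smaller further change of condensin I in either direction is not excluded. Whether fewer dividing cells or lower expression per cell is behind that fall was not tested, and whole larvae do not show the retina alone. At POP75×, condensin I changed by −0.65 (exact permutation test, p = 0.100, the smallest that 3 against 3 samples allow, lower in 3 of 3 samples) and the proliferation list by −0.51 (exact permutation test, p = 0.200). The difference was −0.14 (exact permutation test, p = 0.300), lowest in POP75× replicate 3, and −0.036 without that sample. With the median over the genes in place of the mean it was −0.093 (exact permutation test, p = 0.900). The sample set as a term, chosen after seeing the data, changed the call: the difference was then −0.24 (exact permutation test within sets, 108 arrangements, p = 0.0185), past the threshold. Because the call rests on that term and the size, without the term, on POP75× replicate 3, a fall of condensin I beyond that of the other cell cycle genes at POP75× cannot be told apart from a general fall.

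Other gene lists at POP125×, tested with camera of limma and Benjamini-Hochberg adjustment, gave these medians of the log2 fold change. 27 identifiers of photoreceptors had a median of −0.60 (2 positive, 3 past the threshold when adjusted over the list alone, camera adjusted p = 6.95e-06), ranging from −0.86 (without control replicate 1) to −0.47 (without control replicate 2) with one library left out, and −0.14 with the sample set as a term. 17 identifiers of lens had a median of 1.34 (16 positive, 0 past the threshold when adjusted over the list alone, camera adjusted p = 0.0101), ranging from 0.85 (without control replicate 4) to 2.03 (without control replicate 1) with one library left out, and −1.28 with the sample set as a term. 22 identifiers of skeletal muscle had a median of −0.085 (8 positive, 0 past the threshold when adjusted over the list alone, camera adjusted p = 0.723), ranging from −0.21 (without control replicate 1) to −0.033 (without control replicate 4) with one library left out, and 0.40 with the sample set as a term. 28 identifiers of circadian clock had a median of −0.062 (13 positive, 0 past the threshold when adjusted over the list alone, camera adjusted p = 0.948), ranging from −0.14 (without control replicate 4) to −0.024 (without POP125× replicate 4) with one library left out, and −0.022 with the sample set as a term. 6 identifiers of aryl hydrocarbon receptor targets had a median of 0.28 (6 positive, 0 past the threshold when adjusted over the list alone, camera adjusted p = 0.229), ranging from 0.22 (without POP125× replicate 2) to 0.45 (without POP125× replicate 4) with one library left out, and 0.13 with the sample set as a term. 17 identifiers of exocrine pancreas had a median of −0.91 (2 positive, 0 past the threshold when adjusted over the list alone, camera adjusted p = 0.0101), ranging from −1.57 (without control replicate 1) to −0.49 (without control replicate 2) with one library left out, and 0.71 with the sample set as a term. 15 identifiers of liver had a median of 0.16 (9 positive, 1 past the threshold when adjusted over the list alone, camera adjusted p = 0.723), ranging from −0.10 (without control replicate 1) to 0.28 (without POP125× replicate 1) with one library left out, and 0.54 with the sample set as a term. 12 identifiers of erythrocytes had a median of −0.50 (1 positive, 1 past the threshold when adjusted over the list alone, camera adjusted p = 0.0101), ranging from −0.62 (without control replicate 1) to −0.37 (without control replicate 2) with one library left out, and 0.24 with the sample set as a term. 9 identifiers of myeloid cells had a median of 0.36 (8 positive, 0 past the threshold when adjusted over the list alone, camera adjusted p = 0.0342), ranging from 0.32 (without POP125× replicate 3) to 0.47 (without control replicate 2) with one library left out, and 0.28 with the sample set as a term. With an estimated correlation no list of the 20 was past the threshold of camera at POP125×, and of the lists just given aryl hydrocarbon receptor targets alone were past that of fry. When the sample set was a term, 16 of 17 lens identifiers were downregulated DEGs (camera adjusted p = 1.17e-08). Camera was then also past the threshold for exocrine pancreas (adjusted p = 0.0035), skeletal muscle (0.0061) and liver (4.2e-04), all with positive medians. Photoreceptors, erythrocytes and myeloid cells no longer passed camera, and none of these lists passed fry.

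At POP75×, the medians of the log2 fold change of the lists, with their range when one library was left out, were −0.65 for condensin I (−0.73 without control replicate 1, −0.55 without POP75× replicate 2), −0.23 for condensin II (−0.35 without control replicate 1, −0.10 without POP75× replicate 4), −0.28 for cohesin (−0.31 without control replicate 4, −0.19 without POP75× replicate 3), −0.51 for proliferation (−0.69 without POP75× replicate 3, −0.38 without POP75× replicate 2), 0.15 for p53 targets (0.11 without control replicate 2, 0.17 without control replicate 4), −0.24 for photoreceptors (−0.51 without POP75× replicate 3, −0.086 without POP75× replicate 2), 0.69 for lens (−0.13 without POP75× replicate 2, 1.71 without POP75× replicate 3), 0.11 for skeletal muscle (−0.12 without control replicate 1, 0.28 without POP75× replicate 2), 0.66 for glucocorticoid targets (0.43 without POP75× replicate 2, 0.72 without control replicate 2), −0.036 for circadian clock (−0.17 without POP75× replicate 4, 0.039 without POP75× replicate 2), 0.47 for aryl hydrocarbon receptor targets (0.21 without POP75× replicate 2, 0.59 without POP75× replicate 3), 0.26 for PPAR targets (0.065 without POP75× replicate 3, 0.37 without POP75× replicate 2), −0.25 for exocrine pancreas (−1.08 without POP75× replicate 3, 0.21 without POP75× replicate 4), 0.17 for liver (−0.0095 without control replicate 1, 0.30 without POP75× replicate 4), −0.19 for erythrocytes (−0.55 without POP75× replicate 3, −0.0063 without POP75× replicate 2), 0.27 for myeloid cells (0.13 without POP75× replicate 2, 0.55 without POP75× replicate 4), 0.45 for integrated stress response (0.25 without POP75× replicate 2, 0.48 without POP75× replicate 3) and 0.62 for immediate early genes (0.41 without control replicate 1, 0.73 without POP75× replicate 3). No gene was a DEG at that dose (1274 at an unadjusted p under 0.05), but lists past the threshold of both camera and fry were condensin I (3.10e-06 and 0.0193), cohesin (0.00256 and 0.00589), glucocorticoid targets (4.51e-05 and 0.0493), PPAR targets (1.07e-04 and 0.0174) and integrated stress response (0.00523 and 0.0493), with adjusted p-values of camera and fry in that order. The lists of condensin II, proliferation, photoreceptors, myeloid cells and immediate early genes were past that of camera alone, and none was with an estimated correlation. When the sample set was a term, condensin I, cohesin and PPAR targets were past both, glucocorticoid targets and integrated stress response past camera alone, and their medians were −0.63 for condensin I, −0.25 for cohesin, 0.59 for glucocorticoid targets, 0.31 for PPAR targets and 0.15 for integrated stress response.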
